# Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells

**DOI:** 10.1186/s13072-018-0177-1

**Published:** 2018-02-26

**Authors:** Andrea Coluccio, Gabriela Ecco, Julien Duc, Sandra Offner, Priscilla Turelli, Didier Trono

**Keywords:** KAP1, KZFPs, TET, DNA methylation, Hydroxymethylation, Genomic imprinting, Transposable elements, Epigenetic reprogramming

## Abstract

**Background:**

The KZFP/KAP1 (KRAB zinc finger proteins/KRAB-associated protein 1) system plays a central role in repressing transposable elements (TEs) and maintaining parent-of-origin DNA methylation at imprinting control regions (ICRs) during the wave of genome-wide reprogramming that precedes implantation. In naïve murine embryonic stem cells (mESCs), the genome is maintained highly hypomethylated by a combination of TET-mediated active demethylation and lack of de novo methylation, yet KAP1 is tethered by sequence-specific KZFPs to ICRs and TEs where it recruits histone and DNA methyltransferases to impose heterochromatin formation and DNA methylation.

**Results:**

Here, upon removing either KAP1 or the cognate KZFP, we observed rapid TET2-dependent accumulation of 5hmC at both ICRs and TEs. In the absence of the KZFP/KAP1 complex, ICRs lost heterochromatic histone marks and underwent both active and passive DNA demethylation. For KAP1-bound TEs, 5mC hydroxylation correlated with transcriptional reactivation. Using RNA-seq, we further compared the expression profiles of TEs upon *Kap1* removal in wild-type, *Dnmt* and *Tet* triple knockout mESCs. While we found that KAP1 represents the main effector of TEs repression in all three settings, we could additionally identify specific groups of TEs further controlled by DNA methylation. Furthermore, we observed that in the absence of TET proteins, activation upon *Kap1* depletion was blunted for some TE integrants and increased for others.

**Conclusions:**

Our results indicate that the KZFP/KAP1 complex maintains heterochromatin and DNA methylation at ICRs and TEs in naïve embryonic stem cells partly by protecting these loci from TET-mediated demethylation. Our study further unveils an unsuspected level of complexity in the transcriptional control of the endovirome by demonstrating often integrant-specific differential influences of histone-based heterochromatin modifications, DNA methylation and 5mC oxidation in regulating TEs expression.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0177-1) contains supplementary material, which is available to authorized users.

## Background

KAP1 (KRAB-associated protein 1), also known as tripartite-motif containing protein 28 (TRIM28), is the central component of a transcriptional repressor complex encompassing histone methylation, histone deacetylation, DNA methylation and chromatin remodelling activities [1]. KAP1 is recruited to particular genomic loci by KRAB-containing zinc finger proteins (KZFPs), a large family of rapidly evolving sequence-specific DNA-binding factors [2–6]. It then serves as a scaffold for a macromolecular complex that induces notably the di- and tri-methylation of histone 3 and DNA methylation on CpG dinucleotides, generating a highly heterochromatic environment characterized by the presence of the H3K9me2/3 repressive mark and the presence of 5mC (5-methylcytosine) [1]. The KZFP/KAP1 complex is of paramount importance in embryonic stem cells (ESCs), where it maintains heterochromatin at imprinting control regions (ICRs) [7–9] and transposable elements (TEs) [10]. *Kap1* deletion is rapidly lethal in ESCs [10], and *Kap1* knockout murine embryos die before gastrulation [11].

ICRs are genomic loci that control in *cis* the monoallelic, parent-of-origin specific expression of imprinted genes in placental mammals [12, 13]. Imprinting is established at ICRs during gametogenesis by differential DNA methylation of paternal and maternal alleles, with patterns that are preserved in the zygote and throughout development only to be erased in primordial germ cells [14, 15]. Loss of DNA methylation at ICRs leads in human to severe growth-related or neuro-developmental imprinting disorders such as transient neonatal diabetes, Beckwith–Wiedemann, Silver–Russell, Angelman or Prader–Willi syndromes, as well as cases of molar pregnancy and infertility by oligospermia [16, 17]. ICRs from both human and mouse contain the sequence TGCCGC, often in several copies, and the methylated allele of this hexanucleotide is recognized in both species by the KZFP ZFP57, which recruits the KAP1 complex to maintain histone and DNA methylation at ICRs during preimplantation development, as demonstrated in the mouse [7, 8, 18, 19]. In human, mutations in *ZFP57* are responsible for transient neonatal diabetes [20].

The human and mouse genomes contain approximately 5 million readily identifiable inserts derived from transposable elements [21, 22], a large majority of which are endogenous retroelements, whether ERV (endogenous retroviruses), LINE and SINE (long and short interspersed nuclear elements, respectively) or, in human, the primate-specific SVA (reviewed in Friedli and Trono [23]). While most components of this endovirome are no longer transposition-competent due to the accumulation of mutations, notably in human, many can still influence gene expression through a variety of transcriptional and post-transcriptional effects (reviewed in Chuong et al. [24]). Collectively, transposable elements are major drivers of genomic evolution tightly controlled through epigenetic mechanisms exerted from the earliest stages of embryonic development, from small RNA-mediated silencing to heterochromatin formation and DNA methylation induced by the KZFP/KAP1 complex [6, 10, 25–27].

Emerging evidence indicates that the KZFP/KAP1 system, rather than inducing the permanent silencing of TEs, allows for an exquisite regulation of their transcriptional influences in developing and adult tissues [5, 6, 28–30]. In contrast, the heterochromatic and DNA methylation status of ICRs does not appear to fluctuate significantly once established. However, the mammalian genome undergoes profound chromatin remodelling through the two main waves of epigenetic reprogramming that occur during germ cell formation and right after fertilization [15, 31–34]. The latter is characterized by a general loss of DNA and H3K9 methylation, a phenomenon required to achieve pluripotency [35]. Genome demethylation occurs during this period through both a failure to re-methylate the cytosine residues of CpG dinucleotides in daughter strands produced by DNA replication, a function normally accomplished by the maintenance DNA methyltransferase DNMT1, and, at least at specific loci, active demethylation by TET proteins, which compete with de novo methyltransferases (DNMT3A, DNMT3B and their cofactor DNMT3L) to preserve a highly hypomethylated state [33, 36–38]. TET proteins (TET1, TET2 and TET3) catalyse iterative oxidation of 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC) and downstream oxidative products, before an unmodified cytosine can be restored by TDG-dependent repair mechanisms [39].

The DNA methylation profile of TEs evolves rapidly during early embryogenesis, exhibiting highly dynamic patterns varying for different TE subsets, with some modulation by the genomic location of individual integrants [40, 41]. For example IAPs (intra-cisternal A-particles), a group of young and highly active murine endogenous retroviruses, mostly escape reprogramming and retain a high level of DNA methylation during the entire preimplantation period [38, 41–43]. In contrast, LINEs almost completely lose DNA methylation, to see it re-established only at the time of implantation. Yet, mESCs completely devoid of DNA methylation by knockout for *Dnmt1*, *Dnmt3a* and *Dnmt3b* display little perturbation of TE expression [44], suggesting that several layers of regulation cooperate to control the activity of transposon-derived sequences, including small RNA-based mechanisms acting at a post-transcriptional level [27, 45–48].

The epigenetic and transcriptional profiles of preimplantation pluripotent cells can be recapitulated in vitro by culturing cells derived from the inner cell mass in a medium that maintains them in the so-called naïve or ground state of pluripotency [49, 50]. The genome of ESCs cultured in these conditions is kept hypomethylated by downregulation of de novo DNMTs [51–53] and impairment of the DNA methylation maintenance machinery, caused by degradation of UHRF1 and global loss of H3K9me2, which hampers recruitment of DNMT1 to hemimethylated CpGs [54]. TETs are dispensable for maintaining this hypomethylated state, although they have been shown to modulate transcription in mESCs by recruiting chromatin regulators such as OGT (*O*-linked *β*-d-*N*-acetylglucosamine transferase) [55], SIN3 repressor complex [56] and Polycomb repressive complex 2 (PRC2) [57].

Here, we explored the interplay between the KZFP/KAP1-induced histone methylation, DNA methylation and TET-mediated demethylation in determining the epigenetic status of ICRs and transposons and regulating the expression of TEs in naïve mouse ESCs. We first defined that, in this setting, the KZFP/KAP1 complex was present at almost all H3K9me3-enriched regions of the genome. These KAP1-bearing loci retained high levels of DNA methylation even in this naïve state, probably owing to a crosstalk between this regulator, the H3K9me3 chromatin mark and the DNMT maintenance machinery. Upon *Kap1* knockdown, H3K9me3 was completely lost from heterochromatic regions, and removal of the master regulator or the underlying KZFP resulted in rapid accumulation of 5hmC and loss of 5mC both at ICRs and TEs, indicating that the KZFP/KAP1 complex normally protects these loci from demethylation and TET-mediated hydroxylation. At ICRs, this led to loss of DNA methylation. At TEs, more complex and subset-specific effects were observed, revealing differential roles for KZFP/KAP1, TET proteins and DNA methylation in the control of these genetic elements.

## Results

### KAP1 maintains H3K9me3 at ICRs and TEs and protects them from TET-dependent hydroxymethylation

To decipher the role of the KZFP/KAP1 complex in the maintenance of heterochromatin and DNA methylation in ground-state mESCs, we characterized the genome-wide profiles of KAP1 binding and H3K9me3 enrichment by chromatin immunoprecipitation/deep sequencing (ChIP-seq) and compared them with recently published DNA methylation data [54]. KAP1-bound loci (which cover roughly 0.9% of the genome) featured higher levels of DNA methylation compared to other genomic regions, in particular if H3K9me3 was also present (Fig. 1a). About two-thirds of H3K9me3-enriched regions overlapped with a called KAP1 peak in these cells (Additional file 1: Figure S1a). Nonetheless, *Kap1* depletion by RNA interference (Additional file 1: Figure S1b, c) resulted in a nearly complete loss of H3K9me3 at all H3K9me3 enriched regions (Fig. 1b), suggesting that KAP1 is the major driver of H3K9me3 maintenance in these cells. The loss of H3K9me3 at non-KAP1-bound loci could be either explained by the fact that these regions are false negatives and KAP1 binding occurs, but it is not detected, or because KAP1 is also part of a complex required to propagate heterochromatin during DNA replication [58, 59]. We next examined the presence of hydroxymethylated DNA, a product of TET activity, in wild-type and KAP1-depleted mESCs by hMeDIP-Seq, using antibodies against 5hmC. 

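The deposited 5hmC counts held 1 usable replicate, with a 5hmC library and an input for shEmpty and for shKap1 (n = 1 per condition). Labels and file names gave the 4 libraries of replicate 2 different roles, so it was left unmapped and enters only as single values. Reads over the region sets numbered 4590132 and 6522892 in the inputs of shEmpty and shKap1, and 7824611 and 8817570 in the 5hmC libraries. Each count was divided by the total of its library over all region sets after adding 1 read. The change on knockdown was the log2 ratio of 5hmC over input in shKap1 to 5hmC over input in shEmpty. A region needed at least 10 reads over the 2 inputs. With 1 library per condition no difference could be tested, so each set was placed among 10000 random lists matched on input reads, drawn from 87884 regions. These are the regions of all the sets together, so a place among the lists is relative to the other sets. In simulated lists of 500 regions, a shift of 0.5 log2 put 20 of 20 lists above the middle 95% of the random ones. No shift put 0 above and 1 below that range. Lists as short as the ICR sets were not simulated. Intervals around a single value cover counting error only, not variation between cultures.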

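Without knockdown, 5hmC lay below input in 49.5% of 25992 KAP1 regions, 87.8% of 27830 H3K4me3 regions and 79.9% of 19072 H3K27me3 regions. The median log2 ratio of 5hmC to input in shEmpty was 0.02, -1.51 and -0.69 over these sets. Over 28 ICRs it was -0.67, and over 14390 H3K9me3 regions that depend on KAP1 it was -0.18. The counts used cover these regions alone and are relative to each library, so they give no absolute amount of 5hmC in the genome.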

Genome-wide basal levels of 5hmC were expectedly low in control cells, reflecting the largely unmethylated state of the genome of naïve mESC, hence the low abundance of the 5mC precursor of 5hmC. 

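KAP1 regions took 14.0% of the 5hmC reads in shEmpty and 20.5% in shKap1, while their share of input reads was 12.2% and 10.9%. Over KAP1 regions the median log2 change was 0.64 (quartiles 0.06 and 1.20, n = 25992), above all 10000 random lists, whose medians ran from 0.45 to 0.50. A rise of at least 2-fold was found in 33.6% of these regions and a fall of that size in 3.47%. KAP1 regions with H3K9me3 changed by a median of 0.82 (quartiles 0.29 and 1.32, n = 14714) and those without it by 0.39 (quartiles -0.20 and 0.98, n = 11278), at percentiles 100 and 0 of the random lists. The alternative that moved the median most was replicate 2 read by its labels, a single value of -0.82, while its file names gave 0.81. These 2 readings are the same contrast with its sign turned, apart from the filter on inputs, so their opposite directions were fixed in advance. Within replicate 1 the largest move came from scaling to the reads in H3K4me3 regions, which gave 0.26.

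**Figure D1:**
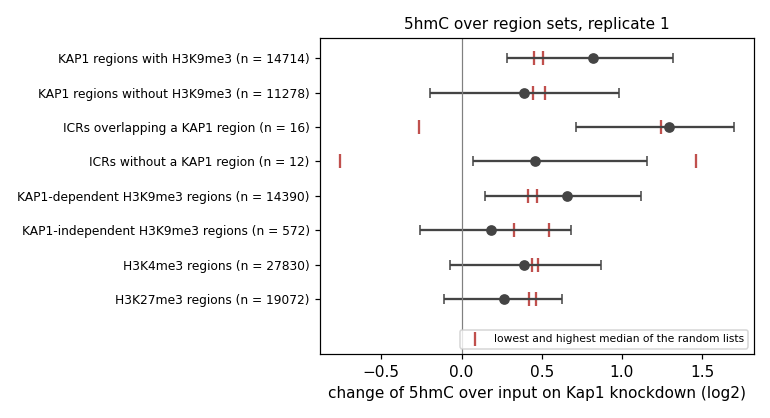
Median change of 5hmC on Kap1 knockdown over each region set in replicate 1, with bars from the lower to the upper quartile. Red ticks mark the lowest and highest median of 10000 random lists matched on input reads.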

Upon *Kap1* knockdown, regions previously bound by the regulator became enriched for 5hmC (Fig. 1c), a result confirmed by glucMS-PCR at several ICRs and at IAPEz, a subgroup of ERVs (Additional file 1: Figure S1d). Other genomic regions such as genes and loci enriched in H3K4me3 or H3K27me3 exhibited minimal changes and remained generally devoid of 5hmC. 

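H3K4me3 regions changed by a median log2 of 0.39 (quartiles -0.07 and 0.87, n = 27830) and H3K27me3 regions by 0.27 (quartiles -0.11 and 0.62, n = 19072), both below every random list. The lists also draw on KAP1 regions, whose larger rise places other sets lower, so this is no separate evidence. In shKap1 5hmC over H3K4me3 and H3K27me3 regions still lay under input, with median log2 ratios of -1.11 and -0.40. A rise of at least 2-fold was found in 19.7% and 9.50% of them. The median of KAP1 regions exceeded these medians by 0.25 and 0.38 log2, differences that no scaling of the libraries can alter. The direction within a set did depend on scaling, since scaling to the reads in H3K4me3 regions turned H3K27me3 regions to -0.12. A single H3K9me3 region at chromosome 9 3000001–3038399 held 35.9% of the 5hmC reads in shEmpty and 22.5% in shKap1. Leaving it out of the library totals, a choice made after seeing the data, gave 0.02 for H3K4me3 regions and -0.10 for H3K27me3 regions. 5hmC over genes was not analysed here, because the counts used cover the region sets alone.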

*Kap1* knockdown resulted in rapid arrest of cell proliferation and extensive cell death, starting as early as day 4 post-transduction with a *Kap1* knockdown lentiviral vector. At day 5, H3K9me3 was completely lost (Fig. 1b) and, at this time point, we could observe the most significant increase in 5hmC at KAP1 target loci (Additional file 1: Figure S1e). We subdivided ICRs and TEs according to their KAP1 binding profile and observed that only their KAP1-bound subsets became enriched in 5hmC upon KAP1 removal (Fig. 1d), correlating their higher basal degree of DNA methylation. 

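ICRs that overlap a KAP1 region changed by a median log2 of 1.30 (quartiles 0.71 and 1.70, n = 16), above every random list, and the other ICRs by 0.46 (quartiles 0.07 and 1.16, n = 12), at percentile 49.04. A rise was seen in 15 of 16 KAP1-bound ICRs and in 10 of 12 others, and the counting interval lay above 0 for 12 and for 4 of them. Of the 12 others, 8 are not in the paper's list of ICRs, which holds 24, and Rasgrf1 is bound there. With the ICRs and the binding of that list, a choice made after seeing the values, the medians were 0.92 over 15 bound and 0.60 over 3 unbound ICRs that passed the filter, and 14 and 3 of them rose. Among bound ICRs the reads rose at the IG-DMR (chromosome 12 110763966–110768609; 57 to 175 reads, 1.72 (1.30 to 2.20)), H19 (chromosome 7 149765792–149767931; 45 to 144 reads, 1.57 (1.095 to 2.104)) and Gnas (chromosome 2 174118405–174125287; 136 to 382 reads, 1.48 (1.21 to 1.78)). KvDMR (chromosome 7 150480737–150482006) went from 46 to 87 reads, 0.92 (0.40 to 1.48) and Peg3 (chromosome 7 6680068–6685920) from 105 to 287 reads, 0.91 (0.59 to 1.25). Snrpn (chromosome 7 67148027–67150169; 28 to 47 reads, 0.27 (-0.41 to 1.02)) and Grb10 (chromosome 11 11923326–11926800; 141 to 117 reads, -0.27 (-0.64 to 0.09)) are bound, and their intervals included 0. Rasgrf1 (chromosome 9 89764527–89773819), which overlaps no deposited KAP1 region but is bound in the paper's list, went from 219 to 245 reads, 0.13 (-0.14 to 0.40). H3K9me3 regions that depend on KAP1 changed by 0.81 (quartiles 0.37 and 1.21, n = 9951) with a KAP1 region and by 0.23 (quartiles -0.25 and 0.75, n = 4439) without one. The paper reports from this subdivision that ICRs and TEs gained 5hmC only where KAP1 binds, and relates this to their higher basal DNA methylation. In replicate 1 bound ICRs lay above unbound ones by 0.84 log2, and by 0.44 with at least 30 reads over the 2 inputs. Bound H3K9me3 regions that depend on KAP1 also lay above unbound ones. H3K4me3 regions went the other way, with 0.28 with KAP1 and 0.40 without. H3K27me3 regions had 0.24 and 0.27, and their intervals overlapped (0.18 to 0.30 and 0.26 to 0.28). In replicate 2 read by file names the values with and without KAP1 were 0.32 and 0.20 for H3K4me3 regions. For H3K27me3 regions they were 0.085 and 0.021, and reading by labels turns the signs. The size of the rise at unbound ICRs depended on scaling, with a median of 0.07 when scaled to the reads in H3K4me3 regions and 0.09 with the largest region left out of the library totals, chosen after seeing the data. Basal DNA methylation, to which the paper relates the gain, is not part of these counts.

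**Figure D2:**
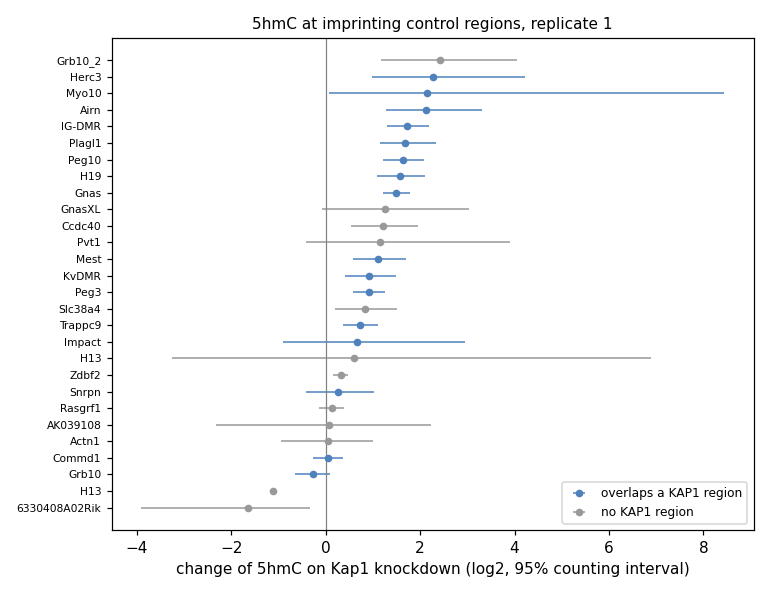
Change of 5hmC on Kap1 knockdown at the 28 imprinting control regions that passed the filter, with counting intervals of 95%. The lower of the regions named H13 had no 5hmC read in shKap1, so its interval has no lower bound.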

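Of 3404964 TE integrants, 33933 overlapped a KAP1 region by at least 1 bp and 33600 of them had a 5hmC value. The KAP1 region rose at least 2-fold for 11599 of these (34.5%), with a median log2 change of 0.66. With H3K9me3 on the integrant the share was 43.5% (7235 of 16641) and the median 0.88, and without it 25.7% of 16959 and 0.43. Integrants share values, because the 33600 integrants lie in 20319 regions. The shares moved most when scaled to the reads in H3K4me3 regions, to 18.5% of all and 23.7% of those with H3K9me3. Leaving the largest region out of the library totals, chosen after seeing the values, gave 19.0% and 24.4%.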

About 20% of TEs enriched for KAP1 were targeted by hydroxymethylation, while this fraction goes up to 26% for integrants bound by KAP1 and enriched for H3K9me3. Furthermore, TE families that exhibited the highest enrichment for 5hmC such as IAPEz and MMETn were also the ones most extensively bound by KAP1 (Additional file 1: Figure S1f). 

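IAPEz integrants had the largest median rise of 5hmC among the listed families, 1.16 (quartiles 0.73 and 1.54, n = 2895), and the largest KAP1-bound share, 97.2% (2904 of 2988). Those with IAPLTR1 rose by 1.31 (quartiles 0.95 and 1.61, n = 1655) and those with IAPLTR2 by 0.92 (quartiles 0.49 and 1.34, n = 1195). L1Md_A had 1.05 (quartiles 0.52 and 1.51, n = 2818) at a bound share of 17.7%, MT2_Mm 1.04 (quartiles 0.51 and 1.43, n = 12) at 1.06%, ETnERV 0.94 (quartiles 0.35 and 1.45, n = 592) at 29.0%, and MMETn 0.91 (quartiles 0.32 and 1.496, n = 315) at 51.1%. IAPEY3 rose by 0.89 (quartiles 0.26 and 1.35, n = 514) at 31.3%, MERVL by 0.88 (quartiles 0.06 and 1.54, n = 38) at 2.47%, IAP-d by 0.77 (quartiles 0.09 and 1.24, n = 105) at 16.7%, and MMERVK10C by 0.61 (quartiles 0.12 and 1.07, n = 523) at 43.6%. MMERVK9E rose by 0.58 (quartiles 0.05 and 1.23, n = 197) at 18.3%, ORR1A by 0.57 (quartiles 0.08 and 1.13, n = 215) at 0.644% and MMVL30 by 0.54 (quartiles 0.05 and 1.01, n = 66) at 16.9%. L1Md_F had 0.74 at 12.4%, L1Md_Gf 0.50 at 10.4% and L1Md_T 0.48 at 6.90%. Across the 17 families and subgroups, which overlap and are not independent, Spearman's rho between bound share and 5hmC rise was 0.537.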

Interestingly levels of 5hmC seemed higher than background on KAP1-bound loci (Fig. 1c, Additional file 1: Figure S1d, e). To test whether 5mC hydroxylation was taking place in the presence of KAP1, we performed glucMS-PCR on KAP1-bound chromatin (Additional file 2: Figure S2a, b) and found background levels of 5hmC at KAP1-bound DNA (i.e. comparable to *Tet* triple knockout cells which are devoid of the modification, Additional file 2: Figure S2a) in spite of high levels of 5mC over these regions (Additional file 2: Figure S2b). Therefore, the levels of 5hmC observed in wild-type cells might be due to stochastic loss of KAP1 at these loci in the cell population, since 5mC hydroxylation does not seem to take place at KAP1-bound chromatin. Furthermore, we performed hMeDIP followed by Sanger sequencing on mESCs from a mixed background derived from the crossing between a Cast/EiJ male and 129/Sv female (Cast/129 cells) and confirmed that 5hmC accumulates on the imprinted allele of ICRs (Additional file 2: Figure S2c). Interestingly, on H19, 5hmC was present on both alleles in the presence of KAP1, suggesting that at this locus hydroxymethlyation might be required to maintain the non-imprinted allele unmethylated.

**Fig. 1:**
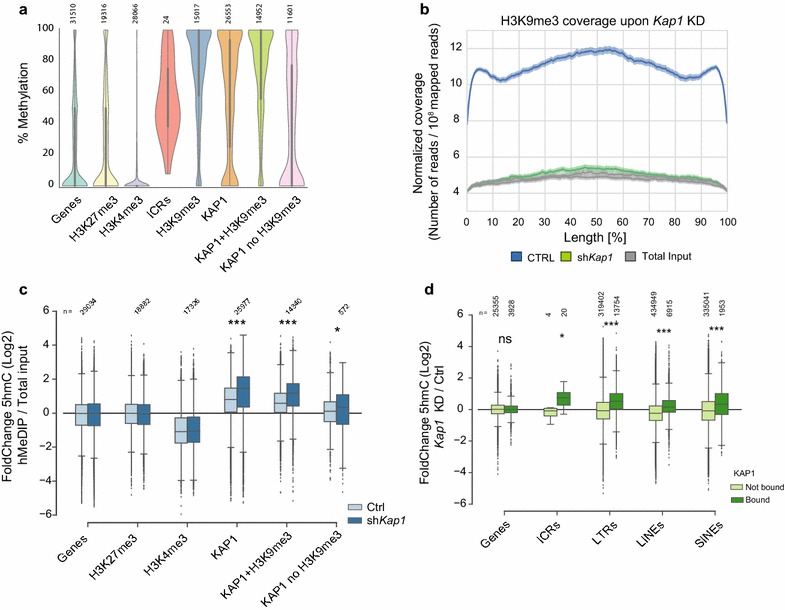
KAP1-dependent heterochromatin preserves DNA methylation in murine ESC. **a** Violin plot of the DNA methylation levels (75th percentile) measured by reduced-representation bisulfite sequencing (RRBS) on genomic regions carrying the indicated marks. **b** H3K9me3 ChIP-seq reads coverage in control and *Kap1* knockdown mESC 5 days after transduction with shRNA-expressing lentiviral vectors. Coverage is plotted over the relative length of each H3K9me3 enriched region. Data are from two independent ChIP-seq experiments. **c**, **d** Boxplot representing 5hmC enrichment over total input on selected regions measured by hMeDIP-seq (**c**) or fold change between *Kap1* knockdown and control sample (5 days post-transduction) on genomic loci either bound or not bound by KAP1 at baseline (**d**). In both cases, numbers of loci in each group are indicated on top, and statistical significance was determined by *t* test, *p < 0.05, ***p < 0.001. Data are averaged from two independent hMeDIP-seq experiments

### KZFPs and KAP1 protect their specific targets from TET-dependent and TET-independent demethylation

We then examined the dynamics of loss of 5mC upon KAP1 removal in the presence or absence of the three TET enzymes. As previously observed [10], *Kap1* knockdown resulted in arrest of cell proliferation and a wide range of transcriptional and physiological changes in mESCs rapidly leading to cell death which precluded a long-term monitoring of DNA methylation. However, since KAP1 is recruited to ICRs or TEs by sequence-specific KZFPs, we hypothesized that removing these DNA-binding proteins would expose their targets to TET-mediated hydroxymethylation and loss of 5mC. We thus used RNA interference to downregulate in mESCs either *Zfp57*, responsible for recognizing ICRs [8] or *Zfp932*, the KZFP ligand of members of the LTR/ERVK family [28]. We compared 5hmC enrichment and followed 5mC decrease in wild-type and *Tet* triple knockout (TET TKO) mESCs upon *Kap1* (Fig. 2b, d, f, h), *Zfp57* (Fig. 2a, c) and *Zfp932* (Fig. 2e, g) knockdown. Since traditional bisulfite sequencing does not discriminate between 5mC and 5hmC, we monitored 5mC levels by MeDIP. ZFP57 depletion (Additional file 3: Figure S3a) resulted in the accumulation of 5hmC at ICRs, but not at TEs such as IAPEz (Fig. 2a). We confirmed this result by glucMS-qPCR (Additional file 3: Figure S3b). We could detect an increase in 5hmC only at a few ICRs (*Gnas*, *H19*, KvDMR, *Rasgrf1* and to a lesser extent IG-DMR), while others seemed unaffected by *Zfp57* knockdown, but this phenomenon was completely abrogated in TET TKO mESC (Fig. 2a and Additional file 3: Figure S3b). Interestingly, individual ICRs behaved differently upon KAP1 or ZFP57 withdrawal, suggesting that other KRAB-ZFPs might play a role in regulation of imprinting. 5mC levels at these ICRs decreased rapidly after *Zfp57* knockdown in wild-type cells (Fig. 2c). In contrast, they dropped only slowly in their *Zfp57* knockdown TET TKO counterparts (Fig. 2c). We confirmed this enrichment results by bisulfite sequencing at day 7 after transduction (Additional file 3: Figure S3c). Thus, TET-mediated demethylation participated in the loss of DNA methylation observed at ZFP57-deprived loci. A similar tendency could be observed upon KAP1 removal (Fig. 2d), although much less pronounced, probably because passive loss of 5mC was prevented by the arrest of cell proliferation. ZFP932 binds to and regulates members of the IAP-d and MERVK10C families both in mESCs and in differentiated tissues [28]. ZFP932 notably recognizes an IAP-d element, the 3′ long terminal repeat (LTR) of which acts as promoter for the *Bglap3* gene (Additional file 3: Figure S3d) [28]. Here, we found that both *Kap1* and *Zfp932* knockdown (Additional file 3: Figure S3e) in naïve mESC induced the accumulation of 5hmC at the KAP1-binding region of the *Bglap3*-controlling IAP-d integrant and on its 3′LTR, whereas the 5′LTR was less affected (Fig. 2e, f). Depletion of either protein resulted in loss of DNA methylation both at the 5′LTR and at 3′LTR (Fig. 2g, h), and this was more pronounced in wild-type cells than in TET TKO cells, indicating that hydroxymethylation contributes to the loss of 5mC at KAP1-controlled TEs. Surprisingly, the absence of TET enzymes and 5hmC did not affect the reactivation of either the IAP-d element or the *Bglap3* gene, suggesting that the DNA methylation status of this retrotransposon does not impact its transcriptional activity (Additional file 3: Figure S3e).

**Fig. 2:**
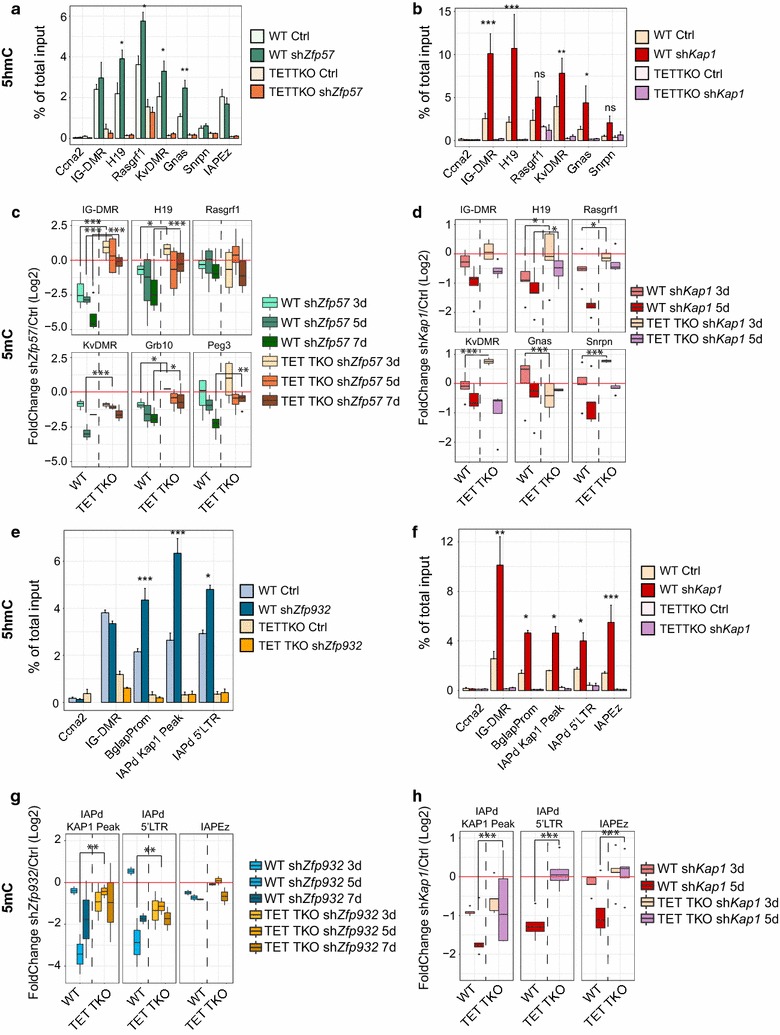
The KZFP/KAP1 complex protects ICRs and TEs from TET-mediated oxidation and loss of 5mC. **a**, **b**, **e** and **f** 5hmC enrichment measured by hMeDIP-qPCR in either wild-type or TET TKO cells upon *Kap1* (**b**, **f**), *Zfp57* (**a**) or *Zfp932* (**e**) knockdown (5 days post-transduction). Error bars represent SEM, *p < 0.05, **p < 0.01, ***p < 0.001. Student’s *t* test. *n* = 4. **c**, **d**, **g** and **h** Boxplot of 5mC enrichment, measured by MeDIP-qPCR on shown loci, at indicated times after *Kap1* (**d**, **h**), *Zfp57* (**c**) or *Zfp932* (**g**) knockdown. Data are represented as log2 of the fold change between percentages of total input for knockdown and control cells. *p < 0.05, **p < 0.01, ***p < 0.001. Student’s *t* test. *n* = 4

We then sought to identify the TET enzyme responsible for the accumulation of 5hmC at KAP1-bound loci when the master corepressor was depleted. As *Tet3* is not expressed in mESCs [60], we performed *Kap1* knockdown on mESC derivatives deleted for either *Tet1* or *Tet2* [61] (Additional file 4: Figure S4a, b). *Tet1* KO prevented neither the 5hmC-loading nor the transcriptional deregulation of TEs induced by KAP1 removal (Fig. 3a, c). A recent study on primed cells reported binding of TET1 to TEs and ICRs following depletion of SETDB1 and loss of H3K9me3 [62], but here in naïve cells depleted for KAP1 we detected only low levels of TET1 recruitment restricted to the *H19* ICR and to IAPEz (Fig. 3e). In contrast, *Kap1* knockdown in *Tet2* knockout cells abrogated 5hmC acquisition at several ICRs and at IAPEz-LTR2 integrants (Fig. 3b). Interestingly, upregulation of MERVL and IAPEz-LTR2 was greater and that of IAPEz-LTR1 lower upon *Kap1* knockdown in *Tet2* KO than in control cells, suggesting differential role for TET2-mediated regulation on specific subfamilies of retrotransposons (Fig. 3d). A recent report [63] showing TET2-dependent reactivation of IAPs upon SETDB1 removal corroborates our findings. TET2-specific ChIP with antibodies against endogenous TET2 was unsuccessful, and complementation of the KO mESCs with exogenous tagged TET2 protein was lethal, preventing experiments aimed at determining whether KAP1 prevents TET2 genomic recruitment or acts through some other mechanism. However, our data strongly suggest that TET2 is the enzyme responsible for the accumulation of 5hmC at ICRs and numerous TE integrants upon KAP1 depletion in ground-state murine ESCs.

**Fig. 3:**
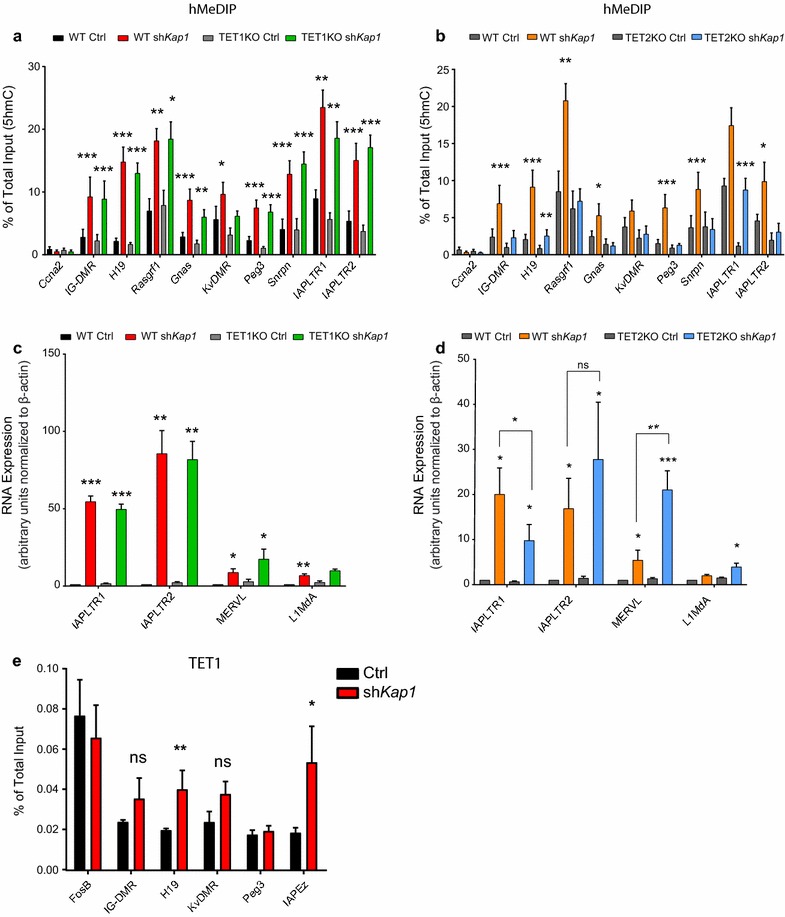
TET2 targets ICRs for 5mC hydroxylation and co-regulates expression of TEs. **a**, **b** 5hmC enrichment measured by hMeDIP-qPCR in TET1 KO cells (**a**), TET2 KO cells (**b**) and their parental cell lines upon *Kap1* knockdown. Error bars represent SEM, *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test. *n* = 4. **c**, **d** Relative expression of indicated TEs measured by RT-qPCR in TET1 KO (**c**) or TET2 KO (**d**) cells and their parental cell lines. Expression was normalized to the housekeeping gene β-actin. Error bars represent SEM, *p < 0.05, **p < 0.01, ***p < 0.001, Student’s *t* test. *n* = 4. **e** ChIP-qPCR for TET1 on mESCs knockdown for *Kap1*. *FosB* promoter is used as a positive control. Error bars represent SEM, *p < 0.05, **p < 0.01, ns = non-significant, Student’s *t* test, *n* = 3

### Accumulation of 5hmC correlates with reactivation of KAP1-controlled TEs

These analyses showed that TET proteins, and in particular TET2, target KAP1-controlled TEs in ESCs, triggering oxidation and loss of 5mC when the master corepressor is absent. 

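The deposited RNA counts cover 16 libraries taken 5 days after transduction, with n = 3 per knockdown group in WT and in DNMT TKO cells and n = 2 in TET TKO cells. Reads on genes had a median of 28574396 in WT shEmpty, 18693077 in WT shKap1, 26285602 in DNMT TKO shEmpty and 20827393 in DNMT TKO shKap1. TET TKO libraries held 28039025 and 29373696 reads in shEmpty, and 19337417 and 21387129 in shKap1. A TE was an integrant of the LINE, SINE, LTR or DNA class in the authors' merged repeat track. Features with at least 16 reads in total were tested, 20321 genes and 123880 TEs, with 1 edgeR quasi-likelihood fit over all 6 groups and Benjamini-Hochberg adjustment. TE counts were scaled by the gene totals, and a call needed adjusted p below 0.05 and a 2-fold change. With 200 simulated changes, edgeR recovered 96% of changed genes and 75.5% of changed TEs for the WT knockdown, but 86.5% and 30.5% for its difference between TET TKO and WT. The simulated changes all exceeded 2-fold and lay only on features well above the filter on reads. Recovery over all tested features, most of all TEs, can therefore be lower. Each genotype is a single line, so differences between genotypes and between lines cannot be separated.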

To investigate on a global scale whether accumulation of 5hmC correlated with transcriptional reactivation of TEs, we performed deep RNA sequencing of wild-type and TET TKO cells 5 days after *Kap1* knockdown. We performed differential expression analysis and divided genes and TEs in upregulated, downregulated and stable according to their relative expression in *Kap1* knockdown compared to control cells (Fig. 4a). 

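The target of the knockdown, Trim28 (ENSMUSG00000005566, chromosome 7 13609501–13616384), fell from 1752 ± 207 to 165 ± 21.9 CPM (mean ± SD) in WT (log2 -3.41, SE 0.16, edgeR adjusted p = 2.2e-09). In TET TKO it fell from 1835 ± 89.8 to 166 ± 3.84 (-3.47, SE 0.20, edgeR adjusted p = 3.6e-08) and in DNMT TKO from 1869 ± 197 to 427 ± 91.5 (-2.13, SE 0.15, edgeR adjusted p = 2.5e-07). In WT the knockdown called 2200 genes up, 1329 down and 16792 neither, and in TET TKO 1635 up and 907 down. Among TEs, 15029 were called up and 2534 down in WT, 14.2% of those tested, and 18204 up and 1203 down in TET TKO. The alternatives that moved the WT counts most were no fold threshold for genes, 9277, and the DESeq2 Wald test for TEs, 10770. The largest rises in WT were Olfr754-ps1 (ENSMUSG00000092340, chromosome 17 37386420–37387812, 1590 reads), at least 363-fold, Gm1110 (ENSMUSG00000079644, chromosome 9 26687152–26730666, 2859 reads), at least 208-fold, and Mmp10 (ENSMUSG00000047562, chromosome 9 7502352–7510238, 1432 reads), log2 9.23, SE 0.54, edgeR adjusted p = 1.6e-09. The largest falls were Pramel7 (ENSMUSG00000025839, chromosome 2 87329244–87337250, 7140 reads), log2 -6.11, SE 0.49, edgeR adjusted p = 2.0e-07, C330046G13Rik (ENSMUSG00000085671, chromosome 10 84010162–84016083, 2080 reads), -5.91, SE 0.35, edgeR adjusted p = 3.9e-10, and Pramel6 (ENSMUSG00000025838, chromosome 2 87346722–87351029, 14863 reads), -5.84, SE 0.59, edgeR adjusted p = 6.4e-06. In TET TKO, Gm14047 (ENSMUSG00000074805, chromosome 2 129195633–129201484, 876 reads) rose at least 68.3-fold, Gm8711 (ENSMUSG00000091552, chromosome 10 99818871–99819750, 682 reads) at least 119-fold and A630077J23Rik (ENSMUSG00000086864, chromosome 4 43768995–43772336, 666 reads) at least 97.7-fold. The largest falls there were C330046G13Rik, log2 -6.26, SE 0.48, edgeR adjusted p = 2.4e-08, Neb (ENSMUSG00000026950, chromosome 2 51992167–52194318, 2471 reads), -5.54, SE 0.32, edgeR adjusted p = 7.3e-10, and Pla2g4a (ENSMUSG00000056220, chromosome 1 151676748–151808420, 513 reads), -5.25, SE 0.72, edgeR adjusted p = 2.0e-05. Pramel7 and Pramel6 are neighbouring paralogs, so reads can be shared between them.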

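Of the KAP1-bound TEs, 10024 had both an RNA test in WT and a 5hmC value. The 4793 integrants called up on knockdown had a median 5hmC change of 1.07 log2 (quartiles 0.55 and 1.52), and 53.8% of them rose at least 2-fold. The 5157 called neither up nor down had 0.76 (quartiles 0.19 and 1.26) and 37.6%, and the 74 called down had 0.49 (quartiles 0.05 and 0.97) and 23.0%. H3K9me3 lay on 83.0% of those called up, 57.8% of those called neither and 18.9% of those called down. With H3K9me3 the medians were 1.12, 0.90 and 0.50, and without it 0.72, 0.52 and 0.42. Scaling to the reads in H3K4me3 regions moved the medians most, to 0.68, 0.37 and 0.10.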

Interestingly, only for the TEs that were upregulated upon *Kap1* knockdown was a significant increase in 5hmC observed, while for genes no significant change was detected, probably due to low levels of methylation over gene bodies at baseline. Moreover, genes are generally devoid of H3K9me3 and enriched for H3K4me3 and H3K27me3 (Additional file 5: Figure S5a), confirming that only KAP1/H3K9me3-regulated sequences are targeted by hydroxymethylation. 

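Peaks of H3K4me3 and H3K27me3 were deposited as called lists for n = 2 replicates of each mark, with scores and no read counts, so only overlaps and shares were computed. H3K4me3 had 28813 and 34888 peaks, of which 96.2% and 74.4% overlapped the other replicate, and H3K27me3 28349 and 33126, with 59.4% and 51.1%. Regions seen in both, 28066 and 19316, came from the deposited overlap lists, and H3K9me3 and KAP1 regions were those over which 5hmC was counted. Of 20321 genes tested in RNA, 73.9% (exact binomial interval 73.3 to 74.5) overlapped H3K4me3, 21.5% (20.9 to 22.0) H3K27me3 and 8.35% (7.97 to 8.73) H3K9me3. Genes called up carried H3K9me3 more often, 18.5% of 2200, than genes called down, 8.50% of 1329, or neither, 7.00% of 16792. KAP1 regions lay on 24.2%, 16.9% and 14.0% of these groups and H3K4me3 on 57.0%, 74.4% and 76.1%. Keeping only peaks that score above the median of their list moved the H3K4me3 share most, to 62.9%. The paper concludes from 5hmC and marks together that hydroxymethylation reaches only sequences under KAP1 and H3K9me3. The overlaps give the chromatin side of that argument, while 5hmC over genes was not analysed here.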

Members of the highly KAP1-targeted ERVK family displayed a significant correlation between upregulation and increase in 5hmC (Fig. 4b, Additional file 5: Figure S5b). 

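Across 2525 KAP1-bound IAPEz integrants with both values, Spearman's rho between the RNA and 5hmC changes was 0.218. Integrants are not independent replicates, since many share a KAP1 region and all come from the same libraries, so no p value was attached. Summed IAPEz counts rose from 104 ± 9.18 to 5276 ± 601 CPM in WT (n = 3 each; log2 5.66, SE 0.26, edgeR adjusted p = 8.9e-09), and 2118 of 2550 integrants were called up. MMETn rose by 1.25, SE 0.16, edgeR adjusted p = 4.7e-05, and IAP-d by 1.956, SE 0.12, edgeR adjusted p = 7.7e-09. KAP1-bound IAPEz and MMERVK10C integrants were called up in 83.1% of 2533 and 85.0% of 327 cases, and unbound ones in 76.5% of 17 and 71.9% of 231. Over all 10024 KAP1-bound TEs with both values rho was 0.262.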

MERVLs, a 2-cell stage-specific family of ERVs [64], were strongly upregulated upon *Kap1* knockdown, although they were neither bound by KAP1 nor enriched for H3K9me3 (Fig. 4b, Additional file 5: Figure S5b). Furthermore, overexpression of these elements, which have a low CpG content, was not accompanied by an increase in 5hmC. 

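MERVL rose from 225 ± 54.4 to 2356 ± 305 CPM in WT (n = 3 each; log2 3.38, SE 0.38, edgeR adjusted p = 2.2e-05), with 911 of 1072 integrants called up and 0 down. Its LTR, MT2_Mm, rose by 2.501, SE 0.27, edgeR adjusted p = 1.6e-05. A KAP1 region overlapped 38 of 1541 MERVL integrants (2.47%) and an H3K9me3 region 28 (1.82%), and for MT2_Mm the KAP1 share was 1.06%. Of MERVL integrants, 91.2% of 34 bound and 84.8% of 1038 unbound ones were called up.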

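The 38 MERVL integrants in KAP1 regions had a median 5hmC change of 0.88 log2 (quartiles 0.06 and 1.54), and 42.1% of them rose at least 2-fold. Across the 34 with both values, rho with the RNA change was -0.118. For MT2_Mm, 12 bound integrants had a median of 1.04. The remaining MERVL integrants lie outside KAP1 regions and 5hmC over them was not analysed here.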

Finally, we sought a correlation between hydroxymethylation and reactivation of LINE elements, which we had previously noted to be KAP1-controlled in an age-dependent manner in serum-grown, primed ESC [65]. Here, in ground-state pluripotent stem cells, we found a larger percentage of L1MdA integrants bound by KAP1 than we had previously seen (Fig. 4c), but we still observed that KAP1 enrichment was minimal on the youngest LINE family members. Remarkably, only integrants that were KAP1-bound were upregulated and accumulated 5hmC upon *Kap1* knockdown, in particular for the L1MdA and L1MdF subgroups (Fig. 4d, e, Additional file 5: Figure S5c). 

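L1Md_A rose from 272 ± 24.4 to 677 ± 67.3 CPM (n = 3 each; log2 1.32, SE 0.10, edgeR adjusted p = 1.1e-07). KAP1-bound L1Md_A integrants were called up in 23.8% of 2088 cases (median log2 2.02) and unbound ones in 11.8% of 1690 (1.14). L1Md_F changed by 0.67, SE 0.07, edgeR adjusted p = 1.7e-08, under 2-fold, and 27.2% of 114 bound and 17.7% of 164 unbound integrants were called up (medians 1.30 and 1.21). With integrants of at least 1 kb alone, L1Md_F reached 1.08 and was called. L1Md_T changed by 0.14, SE 0.14, edgeR adjusted p = 0.448, with 17.7% of 1174 bound and 6.76% of 5341 unbound integrants called up, and L1Md_Gf by -0.08, SE 0.08, edgeR adjusted p = 0.444. Bound L1Md_F integrants had a median 5hmC change of 0.74 (quartiles 0.07 and 1.28, n = 469) and L1Md_Gf of 0.50 (quartiles 0.02 and 1.13, n = 103). Across 2063 bound L1Md_A integrants rho of RNA and 5hmC was 0.143, and across 1167 bound L1Md_T integrants 0.0422.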

We found that about one-third of KAP1-bound L1MdT were enriched for H3K4me3 (Additional file 5: Figure S5d), a mark of active transcription, a feature not shared by more tightly controlled L1s such as L1MdA. 

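Of 1601 KAP1-bound L1Md_T integrants, 792 overlapped H3K4me3 (49.5%, exact binomial interval 47.0 to 52.0), against 9.29% of 21599 unbound ones. The share was 0.698% (20 of 2864; 0.427 to 1.08) for bound L1Md_A, 8.56% of 479 for L1Md_F and 50.5% of 105 for L1Md_Gf. H3K9me3 lay on 40.0% of the bound L1Md_T and on 58.6% of the bound L1Md_A integrants, and 35.5% of the bound L1Md_T carried H3K4me3 without H3K9me3. Keeping only the higher-scoring peaks lowered the L1Md_T share to 23.6%, and replicate 2 alone raised it to 53.8%.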

When we separated KAP1-bound L1MdT enriched in H3K4me3 or H3K9me3, we observed that only the latter accumulated 5hmC after *Kap1* knockdown (Fig. 4e, f) and that they were also the ones with the strongest increase in expression (Additional file 5: Figure S5e), although their levels of expression remained lower compared to active, non-KAP1-repressed L1MdT. 

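The 418 bound L1Md_T integrants with H3K9me3 and not H3K4me3 had a median 5hmC change of 0.92 log2 (quartiles 0.44 and 1.42), and of the 569 with H3K4me3 and not H3K9me3 the 567 with a value had 0.26 (quartiles -0.23 and 0.74). In RNA the H3K9me3 set changed by a median of 1.17 (23.9% of 289 called up) and the other by -0.06 (9.67% of 486). Their median expression went from 0.0726 to 0.192 CPM and from 0.370 to 0.381 CPM on knockdown. A further 223 integrants carried both marks, with 0.22 for 5hmC and 1.70 for RNA (40.8% of 152 called up). Of the 391 with neither mark, 381 had a 5hmC value, with a median of 0.59, and 247 an RNA test, with 0.67 (12.1% called up).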

The role of KAP1 binding at actively transcribed, H3K4me3-bearing L1MdT remains unknown.

**Fig. 4:**
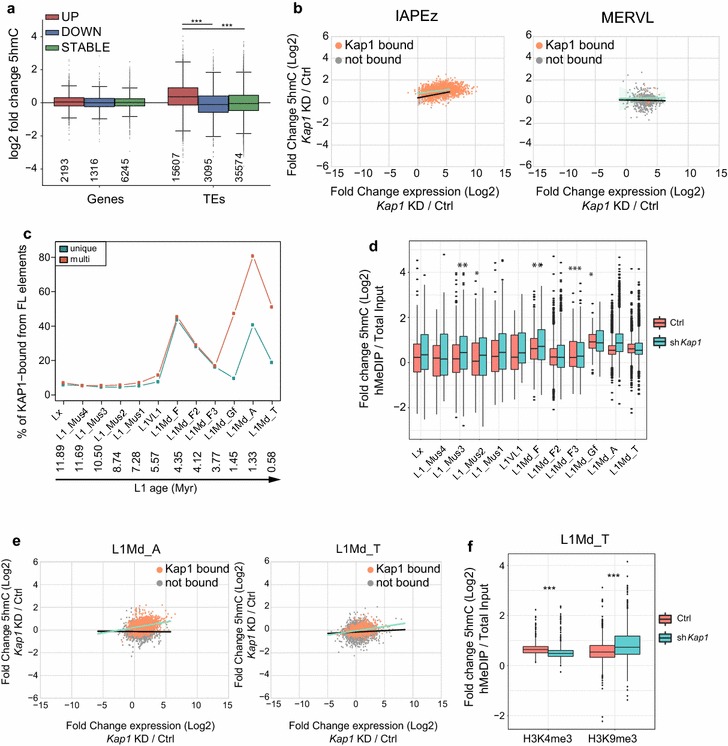
5hmC accumulates at upregulated TEs upon KAP1 removal. **a** Boxplot of 5hmC enrichment fold change between *Kap1* knockdown and control sample on genes or TEs separated in upregulated (brown), downregulated (blue) or stable (green) according to their behaviour upon *Kap1* knockdown as measured by RNA-seq (5 days post-transduction). Number of elements in each subgroup is shown below in each box. Wilcoxon test, ***p < 0.001. Data are averaged from three independent RNA-seq experiments. **b** Correlation plots between fold change in RNA levels and 5hmC enrichment upon *Kap1* knockdown for IAPEz (left) and MERVL (right) integrants. Elements in each family are divided in KAP1-bound (orange) and not bound (grey). Regression line is traced in green for bound elements and black for not-bound elements. IAPEz: bound *p*val = 0.0, Spearman correlation coefficient = 0.3, not bound *p*val = 0.44, Spearman correlation coefficient = 0.2. MERVL: bound *p*val = 0.926, Spearman correlation coefficient = 0.0216, not bound *p*val = 0.4, Spearman correlation coefficient = 0.03. **a** Percentage of KAP1-bound L1 elements from indicated subfamilies in mESCs, arranged from the oldest to the youngest as previously described [65]. KAP1 binding was determined by ChIP-Seq, plotting either uniquely or multiply mapped reads. Data are averaged from two independent ChIP-seq experiments. Myr: Million years. **b** Boxplot of 5hmC enrichment on indicated KAP1-bound L1 elements in wild-type and *Kap1* knockdown cells. Wilcoxon test, *p < 0.05, **p < 0.01, ***p < 0.001. Data are averaged from two independent hMeDIP-seq experiments. **c** Correlation plots between fold change in RNA levels and 5hmC enrichment upon *Kap1* knockdown for L1Md_A and L1Md_T elements. Elements in each family are divided in KAP1-bound (orange) and not bound (grey). Regression line is traced in green for bound elements and black for not-bound elements. L1Md_A: bound *p*val = 0.0, Spearman correlation coefficient 0.26, not bound *p*val = 0.69, Spearman correlation coefficient = 0.01. L1Md_T: bound *p*val = 0, Spearman correlation coefficient = 0.3, not bound *p*val = 0.0, Spearman correlation coefficient = 0.08. **e** Boxplot of 5hmC enrichment on L1MdT KAP1-bound and enriched for the indicated histone mark, in wild-type and *Kap1* knockdown cells. Wilcoxon test, *p < 0.05, **p < 0.01, ***p < 0.001. Data are averaged from two independent hMeDIP-seq experiments

### KAP1, DNMTs and TETs cooperate to control expression of TEs and imprinted genes

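Knockdown libraries of DNMT TKO cells were tested with the same fit as WT and TET TKO, and 19799 of 123880 TEs were called, 18630 up and 1169 down. Reads on TEs were 4.91% to 4.98% of gene reads in WT shEmpty and 6.85% to 7.40% in WT shKap1. They were 4.46% to 4.56% and 6.90% to 7.81% in DNMT TKO, and 4.63% to 5.12% and 8.30% to 8.43% in TET TKO. Of 827 families with summed counts, 138 were called in WT (133 up), 171 in DNMT TKO (170 up) and 218 in TET TKO (216 up). Replicate 2 of TET TKO shEmpty held 6759896 reads on ribosomal RNA repeats, 75.5% of its repeat reads, which are no part of the TEs counted here. The integrants with the largest rises were an IAPEz with IAPLTR1 integrant at chromosome 7 25363186–25369149 and an IAPLTR3 integrant at chromosome 17 32854833–32856743 in WT, at least 936-fold and 539-fold, and an IAPEz with IAPLTR1 integrant at chromosome 7 27771474–27773576 and an IAPEY3 integrant at chromosome 7 16397780–16404044 in DNMT TKO, at least 405-fold and 365-fold. In TET TKO they were an IAPEz with IAPLTR2 integrant at chromosome 1 59401992–59407023 and an IAPEz with IAPLTR1 integrant at chromosome 9 27604927–27606462, at least 214-fold and 205-fold. The largest falls were an RMER3D integrant at chromosome 14 15500731–15501765, at least 23.5-fold in WT and 30.6-fold in TET TKO, and an L1Md_A integrant at chromosome X 57449452–57453530, at least 19.9-fold in WT. An L2 integrant at chromosome 1 98777401–98777537 fell at least 8.22-fold in TET TKO. It overlaps an exon of Gm5101, and the IAPEz integrant at chromosome 7 25363186–25369149 one of Zfp575, so reads from these genes cannot be excluded there. In DNMT TKO a B2_Mm2 integrant at chromosome 15 76738709–76738791 fell by 7.68 log2 (edgeR adjusted p = 0.0103), lost without shKap1 replicate 1 (edgeR adjusted p = 0.0544), and an RLTR10 integrant at chromosome 4 8060414–8064140 by 3.89 (5.4e-16).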

In order to get a more complete view of the relationship between KAP1, DNA methylation and TET-dependent hydroxymethylation in the control of TEs, we compared the transposcriptome, that is the sum of TE-derived transcripts, of either control or *Kap1*-depleted wild-type, *Dnmt* triple knockout (DNMT TKO) and TET TKO cells. 

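In a principal component analysis of log2 CPM over 123880 TEs and 16 libraries, PC1 held 39.8% of the variance, PC2 17.5% and PC3 9.04%. On PC1 all shEmpty libraries lay between -186 and -159, and all shKap1 libraries between 130 and 225. Distances between the centroids of shEmpty and shKap1 were 360 in WT, 379 in DNMT TKO and 443 in TET TKO. Scaling each integrant to unit variance lowered PC1 to 19.8%, and keeping the 15071 integrants with at least 200 reads raised it to 64.1%.

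**Figure D3:**
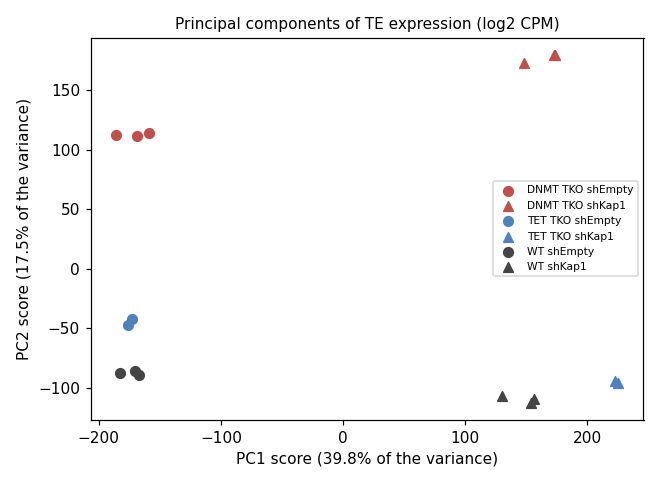
Scores of the 16 RNA libraries on the leading principal components of TE expression. Circles are shEmpty libraries and triangles shKap1 libraries.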

Principal component analysis revealed that removal of KAP1 had a major impact on TEs expression in all three genetic backgrounds (Fig. 5a). It also indicated that DNMT TKO cells clustered separately from wild-type and TET TKO cells, suggesting that, after KAP1, DNA methylation plays an important role in controlling TEs. 

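On PC2 the DNMT TKO libraries lay between 112 and 180, the WT libraries between -112 and -85.8 and the TET TKO libraries between -95.8 and -41.8. Without knockdown the centroid of WT was 271 from that of DNMT TKO and 227 from that of TET TKO. In shKap1 these distances were 319 and 290. DNMT TKO lost the target transcripts in part, as Dnmt1 (ENSMUSG00000004099, chromosome 9 20711650–20757317) fell by 1.65 log2 (edgeR adjusted p = 1.0e-14), from 490 ± 20.0 to 156 ± 0.729 CPM. Dnmt3a (ENSMUSG00000020661, chromosome 12 3806007–3914443) fell by 3.04 (edgeR adjusted p = 8.7e-10) and Dnmt3b (ENSMUSG00000027478, chromosome 2 153475186–153513466) by 2.64 (edgeR adjusted p = 6.2e-07).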

Unsupervised clustering analysis of the 5000 most deregulated TEs revealed that upon *Kap1* knockdown most were upregulated in all three genetic backgrounds (Additional file 6: Figure S6a). 

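Of the 5000 integrants with the smallest p over the 3 knockdown contrasts, 4700 (94.0%) rose in all 3 genotypes and 69 (1.38%) fell in all 3. The top 10000 by p gave 87.6% and the top 1000 98.9%. Ranking by the absolute value of the mean log2 change over the 3 genotypes, which by construction favours integrants that move alike, gave 99.1%. IAPEz with IAPLTR1 made up 1047 of the 5000 (20.9%), MERVL 597 (11.9%), IAPEz with IAPLTR2 444 (8.88%) and MMERVK10C 239. MMETn gave 197, ETnERV 184 and ORR1A 138.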

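For 20321 genes PC1 held 34.2% of the variance, PC2 28.7% and PC3 13.7%. Centroids of shEmpty and shKap1 were 133 apart in WT, 117 in DNMT TKO and 137 in TET TKO. Without knockdown WT was 126 from DNMT TKO and 105 from TET TKO, and in shKap1 144 and 115. On knockdown of Kap1 in DNMT TKO, 2043 genes were called up and 491 down. The largest rises there were Gm14047 (258-fold at least), D930020E02Rik (ENSMUSG00000047977, chromosome 14 69907401–69912356, 702 reads), at least 233-fold, and Gm1698 (ENSMUSG00000074404, chromosome 8 28714823–28730924, 636 reads), at least 209-fold. The largest falls were Gng2 (ENSMUSG00000043004, chromosome 14 20691781–20796849, 4002 reads), log2 -3.05, SE 0.31, edgeR adjusted p = 2.6e-06, Pla2g1b (ENSMUSG00000029522, chromosome 5 115916271–115924731, 5055 reads), -2.96, SE 0.25, edgeR adjusted p = 5.6e-07, and Lad1 (ENSMUSG00000041782, chromosome 1 137715175–137729918, 4005 reads), -2.85, SE 0.44, edgeR adjusted p = 2.9e-04.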

We observed a similar behaviour for differentially expressed genes, with DNMT TKO cells clustering separately from WT and TET TKO (Additional file 6: Figure S6b). This suggested that absence of hydroxymethylation has a less dramatic effect on genes and TEs expression than complete absence of DNA methylation. Nonetheless, having noted that TEs accumulate 5hmC upon *Kap1* removal, we explored further the potential implication of TET proteins in TEs regulation. 

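Without knockdown, 2127 genes and 5051 TEs differed between TET TKO and WT, and 3308 genes and 12297 TEs between DNMT TKO and WT. Of these TEs, 2160 were higher and 2891 lower in TET TKO, and 4312 higher and 7985 lower in DNMT TKO. The knockdown effect itself differed from WT for 855 genes and 1331 TEs in TET TKO, and for 1450 genes and 2233 TEs in DNMT TKO. By family the counts were 34 and 39 of 827. TET TKO has n = 2 per group against n = 3 in DNMT TKO, which by itself lowers its counts of calls. Trim28 knockdown left 9.42% in WT (8.52 to 10.8 over libraries), 9.03% in TET TKO (8.88 to 9.18) and 22.9% in DNMT TKO (17.5 to 27.1), a difference of 1.28, SE 0.21, edgeR adjusted p = 8.0e-04. Tet1 (ENSMUSG00000047146, chromosome 10 62267318–62361866) and Tet2 (ENSMUSG00000040943, chromosome 3 133126643–133207354) fell by 1.49 and 2.16 log2 in TET TKO (edgeR adjusted p = 1.0e-06 and 1.3e-10). The paper proposes, from the separation of DNMT TKO cells in both analyses, that loss of DNA methylation weighs more on expression than loss of hydroxymethylation. On the counts, the ordering DNMT TKO over TET TKO held for genes, TEs and distances, each from 1 line per genotype.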

For this, we applied a hierarchical model to categorize without bias the expression of individual TE integrants into patterns of behaviour across the six conditions: wild-type, DNMT or TET TKO cells, either untreated or *Kap1*-depleted. We selected the few patterns contributed by the highest numbers of integrants, and examined their TE composition (Fig. 5b–f). 

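Sorting integrants by calls gave 7133 called up on knockdown in all 3 genotypes with no called difference from WT in either mutant. The other groups were 1030 and 301 integrants with a larger or smaller knockdown effect in TET TKO than in WT, and 1647 and 586 in DNMT TKO. These groups rest on calls and take the place of the hierarchical model, whose software was not available, so membership need not match its patterns. Median lengths were 2778 bp for the shared group, 3505 and 861 bp for higher and lower in TET TKO, and 5150 and 969 bp in DNMT TKO. With limma-voom calls these 5 groups held 7966, 1415, 328, 2378 and 1184 integrants, in the same order, of which 6335, 457, 174, 1101 and 379 were in the group as first sorted.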

The most common pattern, which we coined P1, was constituted by elements with similar basal levels of expression in wild-type, DNMT and TET TKO cells, and comparable degrees of upregulation following *Kap1* knockdown in all three settings. ERVK family members such as IAPEz, MERVK10C and ETnERV, but also MERVL and L1MdAs, abounded in this P1 subgroup (Fig. 5b). Nevertheless, the expression profile of several MERVL and MaLR (ORR1A) integrants fitted better with pattern P2, where upregulation upon *Kap1* depletion was strongest in TET TKO cells (Fig. 5c). Accordingly, 2-cell (2C) stage genes, the transcription of which is commonly driven by MERVL, were also more upregulated in this setting (Fig. 5d). 

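Over-representation was tested with Fisher's exact test against 106916 integrants in 420 families, with Benjamini-Hochberg adjustment, and 47 families were over-represented in the shared group. IAPEz with IAPLTR1 was 12.0-fold over (1227 of 1532 integrants), IAPEz with IAPLTR2 9.94-fold, MMERVK10C 9.83-fold, MERVL 7.86-fold (544 of 1038), ETnERV 6.12-fold and L1Md_A 1.48-fold (327 of 3313; Fisher adjusted p = 3.3e-11). MMETn was 5.79-fold over, MMERVK9E 5.66-fold, IAPEY3 4.50-fold and ORR1A 1.92-fold. L1Md_T was under, with 157 of 5865 (0.401-fold). Integrants of a family are not independent, so these p values describe the composition of the group. As summed families, IAPEz rose by 6.34 log2 in DNMT TKO and 5.70 in TET TKO (edgeR adjusted p = 3.4e-09 and 3.7e-08), and MMERVK10C by 3.88, 3.72 and 4.29 in WT, DNMT TKO and TET TKO.

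**Figure D4:**
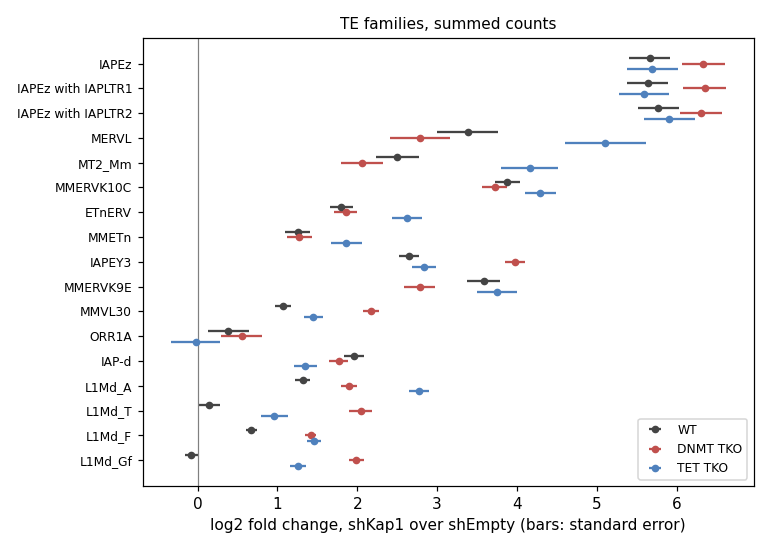
Change of summed family counts on Kap1 knockdown in each genotype, with standard errors. WT and DNMT TKO have n = 3 libraries per group and TET TKO n = 2.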

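Among integrants that rose more in TET TKO than in WT, MERVL was 21.5-fold over-represented (215 of 1038; Fisher adjusted p = 2.5e-216) and ORR1A 2.83-fold (44 of 1616; 1.0e-07). L1Md_T (188; 1.3e-45), MMETn (5.24-fold; 1.2e-08), ETnERV (4.51-fold; 6.4e-08) and L1Md_Gf (4.93-fold; 2.0e-04) were over-represented as well. The background was not matched on reads or on the rise in WT, and calls favour integrants with many reads. These MERVL had a median of 1041 reads, against 278 for all tested, so depth and family cannot be told apart in these tests. Summed MERVL reached 6668 ± 115 CPM in TET TKO shKap1 (n = 2), from 193 ± 4.51, and its difference from WT was 1.72, SE 0.56, edgeR adjusted p = 0.0691. That difference was called when only integrants of at least 1 kb were summed (1.75, edgeR adjusted p = 0.0297). MT2_Mm differed by 1.66, SE 0.41, edgeR adjusted p = 0.0239, and with library sizes from the TE counts by 1.52, no longer called (edgeR adjusted p = 0.0582). Summed ORR1A did not differ (-0.41, SE 0.40, edgeR adjusted p = 0.610), and its shEmpty libraries in TET TKO held 997 and 2608 CPM.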

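Of 32 listed 2-cell genes, 19 were found by name in the counts and 18 had enough reads. Their median log2 change on knockdown was 3.00 in WT, 2.66 in DNMT TKO and 5.72 in TET TKO, with 17 of 18 called in each. All 18 rose more in TET TKO than in WT, by a median of 2.27 and a mean of 2.09. Of these differences 8 were called over all genes and 13 when adjusted over the list alone. The camera set test with a preset correlation of 0.01 gave p = 9.6e-12 and fry p = 0.00449, while camera with the correlation estimated from these genes gave p = 0.0548. Without the Zscan4, Usp17l and Tdpoz paralogs the median difference of 9 genes was 1.75, and leaving out 1 library at a time kept the full list between 2.16 and 2.395. Zscan4b (ENSMUSG00000091643, chromosome 7 11486098–11490399, 6575 reads) rose in TET TKO from 0.668 ± 0.202 to 86.6 ± 6.29 CPM (difference from WT 2.86, SE 0.52, edgeR adjusted p = 0.00335), and 2 other genes of the list were Tdpoz3 (ENSMUSG00000058005, chromosome 3 93629942–93631039, 4393 reads) (difference 2.36, SE 0.42, edgeR adjusted p = 0.00153) and Tdpoz1 (ENSMUSG00000059676, chromosome 3 93474184–93475418, 191 reads) (difference 0.67, SE 1.94, edgeR adjusted p = 0.894). These genes have near-identical copies, so their values are uncertain. In DNMT TKO the median difference from WT was -0.26, and 4 of the 18 genes rose more there than in WT.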

Interestingly, *Kap1* KD TET TKO cells also expressed higher levels of *Dux*, recently determined to be a KAP1-controlled master activator of the MERVL LTR and of 2C-specific genes, that is, of zygotic genome activation (ZGA) [66, 67] (Fig. 5d). 

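Dux (ENSMUSG00000058537, chromosome 10 57685047–57688454) had 962 reads in total and lies in an array of near-identical copies, so its value is uncertain. It rose from 0.255 ± 0.176 to 4.24 ± 1.51 CPM in WT (log2 3.90, SE 0.38, edgeR adjusted p = 1.8e-07) and from 0.144 ± 0.0450 to 8.75 ± 0.258 in TET TKO (5.86, SE 0.48, edgeR adjusted p = 6.4e-08). In DNMT TKO it rose from 0.114 ± 0.0557 to 4.43 ± 1.12 (5.14, SE 0.43, edgeR adjusted p = 7.7e-08). The knockdown effect was larger in TET TKO than in WT by 1.956, SE 0.75, edgeR adjusted p = 0.114, short of the threshold. Leaving out WT shEmpty replicate 1 gave 2.30 and adjusted p = 0.0486 from edgeR, the only alternative with a call.

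**Figure D5:**
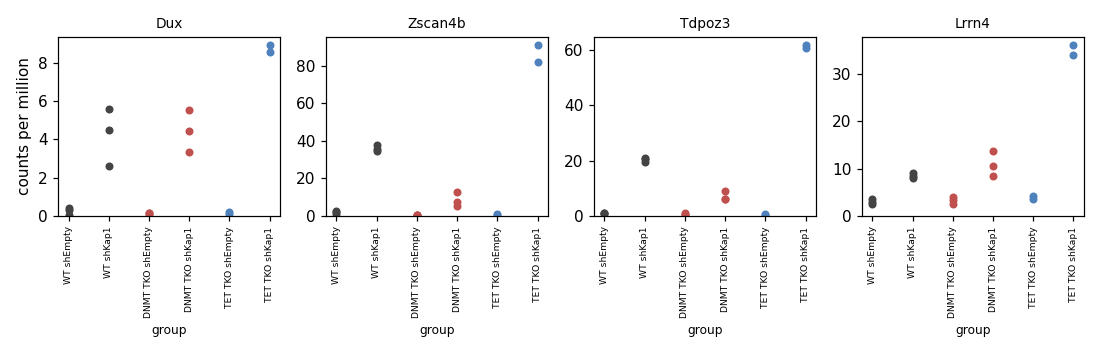
Expression (CPM) of Dux, of the named 2-cell genes Zscan4b and Tdpoz3 and of Lrrn4 in each RNA library. Each point is a library.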

MERVK10C integrants were overrepresented in P2 (Fig. 5c), and both the MERVL and MERVK10C subsets of TEs were also prominent in P5, a subgroup characterized by lower induction upon *Kap1* depletion in DNMT TKO compared to control cells (Additional file 6: Figure S6c). 

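MMERVK10C made up 13 of the integrants that rose more in TET TKO than in WT, 2.57-fold over its background share (Fisher adjusted p = 0.0721), and 8 of those that rose less there, 5.402-fold over (0.00658). Among integrants with a smaller rise in DNMT TKO, MERVL was 7.26-fold over (41 of 1038; Fisher adjusted p = 3.2e-20) and MMERVK10C 3.49-fold (10 of 526; 0.0251). MMERVK10C was also over-represented among those with a larger rise in DNMT TKO, 3.35-fold (27; 8.1e-06). As summed families, MMERVK10C differed from WT by 0.41, SE 0.22, edgeR adjusted p = 0.274 in TET TKO and by -0.16, SE 0.20, edgeR adjusted p = 0.684 in DNMT TKO. MERVL differed by -0.60, SE 0.50, edgeR adjusted p = 0.516 in DNMT TKO, with 41 integrants lower and 3 higher. Less Trim28 was removed in DNMT TKO, which can lower responses there for any element.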

MERVK10C are generally bound by KAP1, although enrichment for the repressor is low compared to strongly controlled elements such as IAPEz and L1MdA (Additional file 6: Figure S6d) and they show a slight increase in 5hmC upon withdrawal of the repressor. Since ERVL elements in patterns P2/P5 seem to be indirectly controlled by KAP1 and TETs, we could speculate for MERVK10C a combination of direct and indirect regulation although the transcriptional activators driving their expression are still unknown. 

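Integrants with a larger knockdown effect in DNMT TKO than in WT included 784 L1Md_T (47.8% of those compared by family), 8.72-fold over its background share, with L1Md_Gf (11.2-fold; Fisher adjusted p = 4.5e-32) and MMETn (3.97-fold; 8.0e-08). L1Md_A was 1.496-fold over (76; Fisher adjusted p = 0.0176), ETnERV 2.04-fold (0.129), IAPEY3 2.25-fold (0.799), MMERVK9E 1.09-fold (3 integrants), and IAPEz 0.894-fold with IAPLTR1 and 0.912-fold with IAPLTR2. Among those with a smaller effect in DNMT TKO, MMETn was 11.2-fold over (29; Fisher adjusted p = 3.4e-19), ETnERV 7.97-fold (25; 3.0e-13) and MMERVK9E 12.2-fold (12; 2.6e-08). Of 2550 IAPEz integrants, 95.7% were called up in DNMT TKO and 83.1% in WT, with a median difference of 0.59 log2. Summed IAPEY3 rose from 23.3 ± 3.06 to 367 ± 68.3 CPM in DNMT TKO, and the difference from WT was 1.32, SE 0.17, edgeR adjusted p = 1.0e-04. IAPEz differed by 0.67, SE 0.30, edgeR adjusted p = 0.201, L1Md_A by 0.58, SE 0.13, edgeR adjusted p = 0.0129, ETnERV by 0.05, SE 0.20, edgeR adjusted p = 0.927 and MMERVK9E by -0.80, SE 0.26, edgeR adjusted p = 0.0838. L1Md_T, at 2046 ± 140 CPM in WT and 456 ± 24.0 in DNMT TKO without knockdown, reached 2253 ± 82.0 and 1876 ± 164 after it (difference 1.90, SE 0.20, edgeR adjusted p = 8.3e-05). L1Md_Gf behaved alike, with -2.52 without knockdown and a difference of 2.07, SE 0.12, edgeR adjusted p = 2.2e-11. The largest single differences were an RMER16 integrant at chromosome 2 150530854–150531765 (9.27, edgeR adjusted p = 7.1e-28) and an IAPEz with IAPLTR2 integrant at chromosome 11 104720930–104723643, which rose at least 97.2-fold in DNMT TKO. In the opposite direction, a MuLV integrant at chromosome 8 125952123–125954785 and a MERV1_I integrant at chromosome 5 144196635–144197628 rose at least 471-fold and 74.1-fold in WT but not in DNMT TKO.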

Pattern P3 contained TEs, the repression of which was enforced by both KAP1 and DNA methylation; it harboured many L1MdA elements and ERVs such as IAPEz and IAPEY3, as well as other ERVK family members such as ETnERV and MERVK9E. Other ERVK elements known as tightly controlled by KAP1 such as IAPEz (in particular the ones bearing as LTR an IAPLTR1), ETnERV and VL30 were also enriched in pattern P4, where upregulation following *Kap1* depletion was largely lost in TET TKO cells (Fig. 5f). 

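Among the 301 integrants with a smaller rise in TET TKO than in WT, ETnERV was 7.40-fold over-represented (12 of 576; Fisher adjusted p = 1.0e-05) and MMETn 8.95-fold (2.1e-06). IAPEz with IAPLTR1 was 2.32-fold over (10 of 1532; Fisher adjusted p = 0.274) and MMVL30 9.51-fold with 3 integrants (0.120). MMVL30 was also over-represented among those with a larger rise in TET TKO, 5.57-fold with 6 integrants (0.0331). IAP-d was 15.8-fold over with 4 integrants (0.00658), and RLTR45 stood highest at 38.3-fold. As sums, IAPEz with IAPLTR1 rose by 5.64 log2 in WT and 5.59 in TET TKO, a difference of -0.05, SE 0.34, edgeR adjusted p = 0.965. Summed ETnERV rose more in TET TKO (0.83, SE 0.23, edgeR adjusted p = 0.0353), and MMVL30 did not differ (0.38, SE 0.16, edgeR adjusted p = 0.116) while it rose more in DNMT TKO (1.11, SE 0.14, edgeR adjusted p = 1.8e-05). With library sizes from the TE counts that DNMT TKO value was 1.00 and fell under the fold threshold. Summed ETnERV stood at 260 CPM in TET TKO and 436 in WT without knockdown, and at 1605 and 1517 after it. IAP-d differed by -0.61, SE 0.19, edgeR adjusted p = 0.0442 in TET TKO. The largest single differences were an ERVB2_1-I_MM integrant at chromosome 1 175496305–175502625 and an ERVB4_2-I_MM integrant at chromosome 7 19336134–19337662, which rose at least 91.6-fold and 83.0-fold in WT and less in TET TKO (edgeR adjusted p = 0.00687 and 3.2e-08). The ERVB2_1-I_MM integrant overlaps an exon of Pydc4, so reads from that gene cannot be excluded.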

Some IAPEz elements exhibited an opposite behaviour, being more upregulated in TET TKO cells (pattern P6, Additional file 6: Figure S6e). This subset corresponded to IAPEz elements bearing IAPLTR2 as promoter, and evolutionary older, less active and shorter (2 kb of average size) than their IAPLTR1-driven counterparts [68]. 

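IAPEz integrants with a larger rise in TET TKO than in WT numbered 6 of 2550, and 15 rose less. Summed IAPEz differed between TET TKO and WT by 0.03, SE 0.34, edgeR adjusted p = 0.974, reaching 4231 ± 20.8 CPM in TET TKO shKap1 (n = 2). Of other families in the same comparison, L1Md_A rose more in TET TKO (1.45, SE 0.15, edgeR adjusted p = 4.8e-05), as did L1Md_Gf (1.34, SE 0.13, edgeR adjusted p = 3.6e-07), and L1Md_T (0.82, SE 0.22, edgeR adjusted p = 0.0328) and L1Md_F (0.79, SE 0.11, edgeR adjusted p = 2.6e-05) did so under 2-fold. Each stood lower in TET TKO than in WT without knockdown (37.7 and 99.8 CPM for L1Md_Gf, 1074.5 and 2046 for L1Md_T). After knockdown L1Md_Gf (90.2 and 94.3) and L1Md_T (2091 and 2253) were no higher in TET TKO. L1Md_A (998 and 677) and L1Md_F (208 and 170) were higher there. The integrants with the largest gain in TET TKO were an RMER19C integrant at chromosome 8 67745916–67746196, which rose at least 20.1-fold there, and a MYSERV16_I integrant at chromosome 2 171749638–171750419 (7.93, edgeR adjusted p = 7.5e-08).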

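IAPEz with IAPLTR2 rose by 5.77 log2 in WT, 6.30 in DNMT TKO and 5.91 in TET TKO (edgeR adjusted p = 7.7e-09, 3.2e-09 and 2.7e-08). Its difference between TET TKO and WT was 0.14, SE 0.34, edgeR adjusted p = 0.846, with 2 integrants higher and 5 lower of 977. In shKap1 its summed counts were 1093 ± 137 CPM in WT and 1493 ± 1.86 in TET TKO, against 4170 ± 463 and 2728 ± 18.7 for IAPLTR1. Tested integrants with IAPLTR2 were shorter, with a median of 3343 bp (quartiles 2676 and 4512), than those with IAPLTR1, 6293 bp (4823 and 7109).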

We tried to identify some of the features, such as length and surrounding chromatin marks, which could separate integrants from the same families clustering in different patterns (Additional file 7: Figure S7). For MERVL (Additional file 7: Figure S7a), elements in pattern P2 seem to be slightly shorter and could have accumulated some deletions compared to other integrants, while elements in pattern P5 seem to have integrated farther from genes and H3K27me3-enriched regions. 

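MERVL integrants with a larger rise in TET TKO had a median length of 6396 bp (quartiles 5800 and 6436, n = 215), and all tested MERVL 6350 bp (1641 and 6434, n = 1072). The 41 with a smaller rise in DNMT TKO lay a median of 39321 bp from the nearest gene and 314355 bp from H3K27me3, against 17046 and 174220 bp for all tested. Their median length was 6430 bp. Called integrants carry more reads, a median of 1041 over all libraries against 278 for all tested MERVL, and long integrants collect more, so length and calling are linked.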

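The 13 MMERVK10C integrants with a larger rise in TET TKO lay a median of 49663 bp from H3K27me3, and the 8 with a smaller rise 43610 bp. All 558 tested MMERVK10C lay 154167 bp away. Lengths were 5957 bp for the 13 and 4643 bp for all tested, and H3K9me3 overlapped 69.2% and 63.6% of them.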

For MERVK10C (Additional file 7: Figure S7b), no striking difference emerged from the analysed features, except for a slightly higher distance between P2 integrants and H3K27me3-enriched regions. 

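Tested IAPEz integrants had a median length of 4980 bp (quartiles 3641 and 7080, n = 2550). The 15 with a smaller rise in DNMT TKO had 5241 bp (4899 and 6208), and the 15 with a smaller rise in TET TKO 4477 bp (4386 and 6908). H3K9me3 overlapped 15 of 15 integrants in each of these groups, and 96.4% of all tested. A share this high in the family leaves little room for a difference between groups.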

In the case of IAPEz (Additional file 7: Figure S7c), we could readily confirm the shorter length of P5 integrants, while P4 integrants seem to be the most associated with highly heterochromatic regions enriched in H3K9me3. 

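L1Md_A integrants called up in all 3 genotypes without a difference had a median length of 6037 bp (quartiles 5267 and 6580, n = 327). Those with a larger rise in DNMT TKO had 5383 bp (5079 and 6217, n = 77), and all tested 5392 bp (3828 and 6208, n = 3778). H3K9me3 overlapped 63.3% of the shared group, 23.4% of those higher in DNMT TKO and 37.4% of all tested. Median reads were 99, 91 and 38.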

For L1MdA (Additional file 7: Figure S7d), longer, full-length elements seem to be more enriched in pattern P3, while truncated integrants abound in pattern P1.

**Fig. 5:**
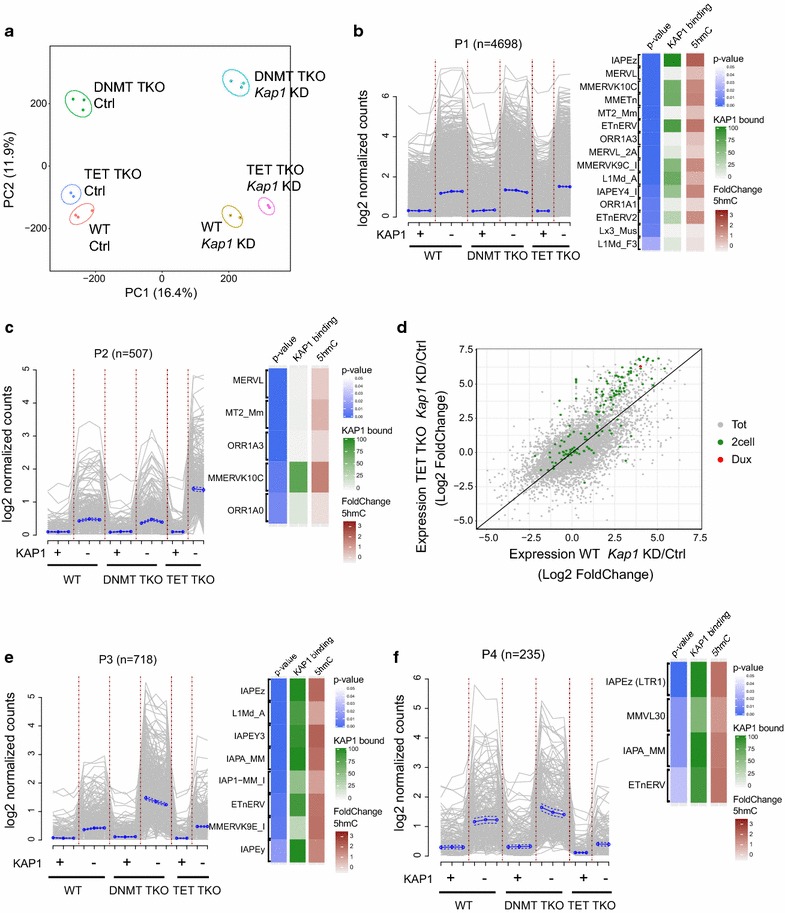
Impact of DNMTs and TET proteins on KAP1-mediated TE regulation. **a** Principal component analysis of TEs expression on data from wild-type, DNMT TKO and TET TKO mESCs control or *Kap1* knockdown, obtained by RNA-seq. Data are from three (for WT and DNMT TKO samples) and two (for TET TKO samples) independent RNA-seq experiments. **b**, **c**, **e** and **f** Graphic representation of logged normalized counts across samples obtained by RNA-seq for TEs grouped in patterns P1 to P4. Families enriched for each pattern are depicted on the right with the *p* value from the hypergeometric test defining how significant over-representation is for each (blue heatmap), the percentage of KAP1-bound elements in the family (green heatmap) and the fold change of 5hmC upon *Kap1* knockdown (red heatmap). **d** Scatter plot of the gene expression fold change between *Kap1* knockdown and control samples for wild-type and TET TKO cells. Mid 2-cell genes are highlighted in green, *Dux* transcript in red

Interestingly, differences in regulation were not limited to TEs but also affected expression of genes. For example, some imprinted genes such as *Meg3* and *Kcnq1* were deregulated upon *Kap1* removal in wild-type cells but not in DNMT TKO cells, consistent with the known DNA-dependent recruitment of KAP1 to these sequences (Additional file 8: Figure S8a, b) [8]. 

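Meg3 (ENSMUSG00000021268, chromosome 12 110779211–110809936) went from 278 ± 26.9 to 596 ± 37.8 CPM in WT (log2 1.101, SE 0.11, edgeR adjusted p = 1.6e-06). In DNMT TKO it went from 530 ± 9.31 to 408 ± 79.8 (-0.38, SE 0.11, edgeR adjusted p = 0.0160), a difference from WT of -1.48, SE 0.16, edgeR adjusted p = 1.5e-05. Kcnq1 (ENSMUSG00000009545, chromosome 7 150293159–150612955) had 28 reads over all 16 libraries, 14 and 1 in WT shEmpty and shKap1 and 0 in DNMT TKO. Its fall in WT was -3.16, SE 1.07, edgeR adjusted p = 0.0268, a call lost in 5 alternatives, 4 of which leave out 1 WT library. Of 24 imprinted genes tested, 8 were called in WT (7 up) and 3 in DNMT TKO (3 up), with median log2 changes of 0.39 and 0.18. Igf2 (ENSMUSG00000048583, chromosome 7 149836673–149852721, 12549 reads) changed by log2 3.02, SE 0.23, edgeR adjusted p = 2.4e-07 in WT and 4.61, SE 0.31, edgeR adjusted p = 1.5e-07 in DNMT TKO, and Peg10 (ENSMUSG00000092035, chromosome 6 4697306–4710517, 126382 reads) by 2.79, SE 0.31, edgeR adjusted p = 2.6e-05 and 1.16, SE 0.33, edgeR adjusted p = 0.0169. The call of Peg10 in DNMT TKO was lost with limma-voom and without DNMT TKO shEmpty replicate 2 or 3 (log2 from 1.09 to 1.16, adjusted p from 0.0515 to 0.0565). Zfp57 (ENSMUSG00000036036, chromosome 17 37138108–37147580), a zinc finger gene that acts at ICRs, changed by -0.26, SE 0.10, edgeR adjusted p = 0.0516 in WT.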

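In TET TKO, Meg3 changed from 138 ± 7.33 to 196 ± 13.6 CPM on knockdown (log2 0.50, SE 0.14, edgeR adjusted p = 0.0128), which differed from WT by -0.60, SE 0.18, edgeR adjusted p = 0.0486. Kcnq1 had 10 reads in TET TKO shEmpty and 3 in shKap1. Igf2 rose by 1.71, SE 0.26, edgeR adjusted p = 2.5e-04, less than in WT by -1.31, SE 0.34, edgeR adjusted p = 0.0300, a call that did not hold in 9 alternatives, and Peg10 by 2.097, SE 0.39, edgeR adjusted p = 0.00183. Of the 24 imprinted genes tested, 7 were called in TET TKO, all up, with a median change of 0.53. The knockdown effect was called lower than in WT for 1 gene and higher for 2 in TET TKO, and lower for 4 and higher for 1 in DNMT TKO.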

On the contrary, in TET TKO cells, deregulation of these genes was less pronounced, probably due to incomplete erasure of DNA methylation. We also found several differentially expressed genes, the transcription of which was governed by LTRs of upregulated TEs. 

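Genes themselves were counted over annotated exons, so the deposited counts do not show where a transcript begins, and LTR-driven transcription could not be separated from other transcription. Paralogous zinc finger genes named in the paper changed little, with Gm15446 (ENSMUSG00000090015, chromosome 5 110352419–110372955, 7372 reads) at log2 0.33, SE 0.08, edgeR adjusted p = 0.00323 in WT and Zfp932 (ENSMUSG00000066613, chromosome 5 110425540–110439430, 11738 reads) at 0.20, SE 0.08, edgeR adjusted p = 0.0472. Of genes used as references, Nanog (ENSMUSG00000012396, chromosome 6 122657507–122664651, 347014 reads) fell (-0.75, SE 0.10, edgeR adjusted p = 1.9e-05) under 2-fold, and Actb (ENSMUSG00000029580, chromosome 5 143664794–143668433, 1065631 reads) (0.10, SE 0.08, edgeR adjusted p = 0.324) and Tbp (ENSMUSG00000014767, chromosome 17 15636852–15665343, 20739 reads) (-0.20, SE 0.05, edgeR adjusted p = 0.00463) changed little.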

Expression of genes driven by MERVL-LTRs (such as *Iqcf1* and *Lrrn4*) was higher in TET TKO cells upon *Kap1* knockdown (Additional file 8: Figure S8c–f), while some IAP-LTRs drove stronger expression of nearby genes in DNMT TKO cells (Additional file 8: Figure S8g–i). 

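Lrrn4 (ENSMUSG00000043110, chromosome 2 132694041–132706627) rose from 2.95 ± 0.502 to 8.53 ± 0.549 CPM in WT (log2 1.55, SE 0.19, edgeR adjusted p = 2.6e-06) and from 3.90 ± 0.520 to 35.2 ± 1.57 in TET TKO (3.17, SE 0.22, edgeR adjusted p = 7.0e-09), a difference of 1.62, SE 0.28, edgeR adjusted p = 0.00131. Iqcf1 (ENSMUSG00000066383, chromosome 9 106402298–106404581) had 192 reads in total, 3 and 10 in WT shEmpty and shKap1 and 9 and 156 in TET TKO. It rose in TET TKO (4.50, SE 0.50, edgeR adjusted p = 2.1e-06), and the difference from WT was 2.61, SE 1.33, edgeR adjusted p = 0.252. Ugt3a2 (ENSMUSG00000049152, chromosome 15 9265305–9300710) reached 12.1 ± 2.86 CPM in DNMT TKO shKap1, 0.840 ± 0.173 in WT and 2.64 ± 0.462 in TET TKO. Its difference between DNMT TKO and WT was 3.83, SE 2.23, edgeR adjusted p = 0.270, and limma-voom called it (3.803, adjusted p = 0.0133). In shEmpty Ugt3a2 lay near 0 in every genotype, which leaves the size of that difference poorly determined. Tet3 (ENSMUSG00000034832, chromosome 6 83312367–83391672) went from 13.9 ± 2.86 to 49.0 ± 3.71 CPM in WT, and its rise was smaller in TET TKO (-1.30, SE 0.22, edgeR adjusted p = 0.00121) and in DNMT TKO (-1.67, SE 0.20, edgeR adjusted p = 1.3e-05).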

We confirmed the presence of the corresponding chimeric transcripts, initiated within LTRs and extending into the coding region of these genes, by sequencing of PCR-amplified products (Additional file 8: Figure S8j).

## Discussion

Our study sheds new light on the modalities of KZFP/KAP1-mediated heterochromatin maintenance at TEs and ICRs in ground-state murine pluripotent stem cells. We first found that regions bound by KAP1 and enriched in H3K9me3 retained high levels of DNA methylation in the otherwise generally demethylated genomic landscape of naïve mouse ES cells, and that removal of KAP1 resulted in loss of H3K9me3 and decreases in CpG methylation at these sites. This is consistent with the previous demonstration that (1) docking of the KRAB/KAP1 complex to genomic loci during the first few days of mouse embryogenesis leads to methylation of the underlying DNA [69]; (2) KAP1 can associate with both de novo and maintenance DNA methyltransferases and with the hemimethylated DNA-binding protein UHRF1/NP95 [8] and ZFP57 requires its cofactor to recruit DNA methyltransferases and maintain DNA methylation imprint in embryonic stem cells via its transcriptional repression domain [70]; (3) KAP1-binding sequences, for instance derived from ERVs, can trigger CpG methylation on a nearby promoter in mESCs [71, 72], and (4) H3K9me3-bearing regions are resistant to DNA demethylation during conversion of mESCs from serum to 2i condition in an NP95/UHRF1-dependent fashion [54]. Together, these evidences support a model whereby loss of a KZFP-tethered, KAP1-nucleated heterochromatin- and DNA methylation-inducing/maintaining complex results in passive loss of DNA methylation at ICRs and TEs. Our data further reveal that, upon *Kap1* depletion, 5hmC accumulates at loci normally enriched for the corepressor and H3K9me3, including ICRs and numerous TEs. These genomic targets similarly acquire 5hmC when their cognate KAP1-docking KZFP is deleted, namely ZFP57 for ICRs and ZFP932 for ERVK integrants. Accumulation of 5hmC was restricted to methylated DNA loci, as expected from the need for its 5mC precursor. It was previously noted that 5hmC is gained at some ICRs and TEs in G9a- or SETDB1-depleted murine ES cells [62, 73], and it was suggested that part of this effect might stem from the normally protective effect of the H3K9me2-binding PGC7 protein (also known as Stella or DPPA3) against the chromatin recruitment of TET [73].

The KZFP/KAP1 system is essential to preserve imprinting from erasure and to control the transcriptional activity of transposable elements during the wave of genomic reprogramming that takes place during early embryogenesis. Maternal-zygotic *Kap1* knockout results in highly penetrant early embryonic lethality, whereas its maternal-only counterpart is characterized by variable ICR methylation defects, an attenuation of phenotype likely resulting from *Kap1* expression from the paternal allele following zygotic genome activation [18, 74]. Maternal and zygotic knockout of *Zfp57*, the KZFP responsible for recruiting KAP1 at methylated ICRs, leads to loss of imprinting at several but not all of these loci [7], while stable *Zfp57* knockout mESCs display complete loss of KAP1 binding, H3K9me3 enrichment and DNA methylation at all germ line ICRs [8]. Here, we found that upon *Zfp57* knockdown several ICRs rapidly accumulated 5hmC and underwent DNA demethylation. Loss of DNA methylation occurred both in the presence and absence of TET proteins, but was less pronounced in the latter setting, suggesting the contribution of both passive and active demethylation to this process.

TET1 and TET2 are the main TET enzymes expressed in blastocyst and mESCs, where others and we have detected little if any TET3 [60]. A recent study reported that TET1 binds to and demethylates ICRs and TEs upon loss of H3K9me3 induced by knockout of SETDB1 in primed ES [62], but we found here that levels of 5hmC loading at ICRs and TEs as well as TEs transcriptional activation upon *Kap1* knockdown were similar in wild-type and *Tet1* knockout cells. Moreover, we did not find significant TET1 recruitment at KAP1-deprived loci. This could be linked to the different culture condition, as a recent study reported differences in the role of TET1 and TET2 between primed and naïve cells [63]. In contrast, *Tet2* knockout mES cells depleted for KAP1 failed to accumulate 5hmC at ICRs and TEs, and displayed patters of TE deregulation comparable to those recorded in TET TKO cells, with higher levels of expression of MERVLs and reduced IAPEz-LTR1 activation. We conclude that TET2 is the main 5mC oxidase countered by KAP1 in ground-state murine ES cells.

While DNA methylation at ICRs is necessary to regulate parent-of-origin-restricted expression of imprinted genes, its role in the epigenetic regulation of transposable elements is not as clear-cut. It had long been assumed that DNA methylation is established at TEs during early development and subsequently maintained throughout differentiation to ensure their irreversible silencing in adult tissues. Recent studies have invalidated this model, even providing evidence that retrotransposons can be reactivated without losing DNA methylation [28–30, 75]. Complete abrogation of this modification in murine ESCs by knockout of both de novo and maintenance DNA methyltransferases (DNMT TKO) results in only mild upregulation of a remarkably small subset of integrants [44]. Acute depletion of these DNMTs leads to induction of some IAP and L1 elements, but they are rapidly repressed by reorganization of repressive histone marks [76, 77]. The present work adds to these data by unveiling an unsuspected level of complexity in the relative contribution of KZFP/KAP1-induced repressive chromatin marks, DNA methylation and TET-mediated 5mC oxidation to the transcriptional control of TEs. Active demethylation can relieve repression by removing 5mC, but 5hmC could in itself activate expression by allowing the recruitment of chromatin modifiers and transcription factors [78, 79]. Conversely, TET proteins were recently proposed to repress young L1s by attracting SIN3A and the NuRD complex [80] or to regulate IAPs expression by indirectly controlling deposition of H4R3me2 [63]. Through a comparison of wild-type, DNMT and TET TKO murine ES cells, we found that *Kap1* depletion activated TEs in all three settings, but with important nuances. For many TEs (pattern P1), KAP1 appeared as the main repressor, with little contribution of DNA methylation. For some integrants (pattern P2), TET proteins reinforced KAP1 action, as reflected by greater induction upon *Kap1* knockdown in TET TKO than in control cells. These TEs included class III ERVs such as MERVLs and ORR1As, the LTR of which is responsible for driving the expression of 2-cell stage genes during ZGA yet does not recruit KAP1. Explaining this phenomenon, we found that induction of *Dux*, the recently identified KAP1-repressed master regulator of ZGA [66, 67], was amplified in TET TKO cells. An ERVK family member, MERVK10C, also exhibited higher expression in the absence of TET proteins and little responsiveness to lack of DNA methylation. MERVK10C integrants are amongst the most commonly upregulated retroelements following *Kap1* depletion in differentiated tissues, generally without changes in their DNA methylation [28, 29]. These ERVs are not strongly enriched in KAP1, and their activation upon KAP1 withdrawal is likely dependent on the chromatin environment of specific integrants or on indirect effects on their transcriptional activators, most of which are yet to be identified. A third group of TEs were more upregulated upon *Kap1*-depletion in the absence of DNA methylation (pattern P3), for instance L1MdA and other ERVK family members such as IAPEz, ETnERV and IAPEY. These ERVKs were conversely less upregulated in TET TKO cells, further supporting a role for DNA methylation in their control. Finally, some TEs were less activated upon *Kap1* depletion in TET TKO than in control or DNMT TKO cells (pattern P4). It suggests that, for these elements, TET proteins, 5hmC or secondary products of active demethylation might play a positive role in the recruitment of transcriptional activators. Noteworthy, amongst IAPEz, integrants with different LTRs displayed distinctive behaviours. DNA methylation played a more significant role in the control of the younger and generally more active IAPLTR1-containing IAPEz, the *Kap1* depletion-induced activation of which was also, for some, reduced in the absence of TET proteins (pattern P4). In contrast, loss of 5mC oxidation did not affect the susceptibility of older IAPLTR2-containing IAPEz or L1MdA elements to *Kap1* removal (pattern P6 and P3 and Additional file 6: Figure S6d).

## Conclusions

In sum, the present work demonstrates that the KZFP/KAP1 system plays a critical role in preserving histone and DNA methylation at ICRs and TEs in naïve embryonic stem cells. Our study also reveals that the respective contribution of KZFP/KAP1-driven chromatin modifications, TET-mediated 5mC hydroxylation and DNA methylation to the control of endogenous retroelements can greatly vary, warranting that, when studying the regulation of TEs, consideration should be given to the sequence of individual integrants, to their genomic location and to the set of transcriptional repressors and activators recognizing their provirus, rather than to their belonging to one or another general class of transposons.

## Methods

### Cell culture

All murine embryonic stem cells were cultured in 2i + LIF media as previously described [81]. Cells knockout for *Dnmt1*, *Dnmt3a*, *Dnmt3b* [82] were obtained from the group of Professor Masaki Okano. Cells knockout for *Tet1*, *Tet2* and *Tet3* [83] and single knockout for *Tet1* and *Tet2* along with their parental cell lines [61] were obtained from the group of Professor R. Jaenisch. Cast/129 hybrid mESCs were kindly provided by the group of Todd Macfarlan. Cells were transduced, selected with 4 μg/mL puromycin and collected after 5 days.

### Plasmids and lentiviral vectors

pLKO.puro shRNA vectors were used for KAP1 and ZFPs KD. The shRNA for *Zfp932/Gm15446* and *Kap1* were previously described [28] The shRNA for *Zfp57* was obtained from the RNAi Consortium (http://www.broadinstitute.org/rnai/public/). All shRNAs sequences are listed in Additional file 9: Table S1. Lentiviral vectors production protocols are detailed at http://tronolab.epfl.ch, and backbones are available at Addgene (http://www.addgene.org).

### ChIP-PCR and ChIP-seq

Cells were harvested, washed with Episerf (LifeTechnologies, #10732), fixed in 10 mL per 1 × 107 cells (10 min in 1% formaldehyde), quenched with TrisHCl in 50 mL (at 250 mM final), washed with PBS and pelleted. For TET1 ChIP, cells were fixed with an initial cross-linking step of 45 min with mM Di(N-succinimidyl)glutarate (Sigma-Aldrich, #80424) in PBS at room temperature followed by formaldehyde fixation, as previously described [80]. Each pellet containing 1 × 107 cells was lysed, resuspended in 1 mL of sonication buffer on ice (10 mM Tris at pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% NaDOC, 0.25% NLS, and protease inhibitors), transferred to TC 12 × 12 tubes (Covaris) and sonicated (Covaris settings 20 min, 5% duty cycle, 140 W, 200 cycles). Sonication was assessed by reverse cross-linking (65 °C, RNAse A at 1 μg/μL, overnight), followed by DNA extraction. Fragment size (between 200 and 400 bp) was checked on a Bioanalyzer (Agilent 2100). Immunoprecipitations were performed with chromatin from 1 × 107 cells with Dynabeads (ThermoFisher) in IP buffer (16.25 mM Tris at pH 8.1, 137.5 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1.25% Triton X-100, and protease inhibitors) overnight. Chromatin was reversed cross-linked (65 °C, proteinase K at 400 ng/μL, overnight), and DNA was further extracted for analysis. Antibodies used were H3K4me3 (Cell Signalling Technology, #9751), H3K27me3 (Abcam, #6002) and TET1 (GeneTex, #GTX125888). ChIP samples were used for SYBER Green qPCR (Applied Biosystems) or library preparation for sequencing. Two replicates from independent experiments for each sample were used for high-throughput sequencing. Primers were designed using Primer 3 [84]. All primers sequences are listed in Additional file 9: Table S1. Libraries of immunoprecipitated chromatin and total input control from ChIP were performed with paired-end adaptors as previously described [28]. Sequencing was performed on an Illumina NextSeq 500 (Illumina), with each library sequenced in 75-bp reads paired-end run.

### DNA methylation analysis

Genomic DNA was extracted, converted using an Epitect Bisulfite kit (Qiagen) and used in two rounds of PCR followed by PCR product purification. Bisulfite sequencing was performed as previously described [28]. Quantification of methylation was performed with QUMA [85]. glucMS-qPCR assay was performed using the EpiJET 5-hmC and 5-mC Analysis Kit (ThermoFisher, #K1501) according to manufacturer instructions. For Additional file 2: Figure S2a, b, glucMS-qPCR was performed on KAP1-immunoprecipitated DNA or input DNA after sonication. MeDIP and hMeDIP were performed as previously described [86]. Genomic DNA was extracted by lysing the cells (20 mM Tris–HCl pH 8.0, 4 mM EDTA, 20 mM NaCl, 1% SDS), purification of nucleic acids by phenol–chloroform extraction followed by precipitation with Na acetate, resuspension in TrisEDTA and RNase A treatment. DNA was sonicated either with Branson sonifier (5 × 10 s amplitude 20%) or Covaris (Peak Incident power 140, Duty factor 10%, cycles per burst 200, treatment time 100 s) to obtain 200–500-bp fragments. Sonicated DNA was then denatured and immunoprecipitated with antibodies against 5mC (Diagenode, #Mab-006) or 5hmC (Active Motif, #39769) overnight at 4 °C in IP buffer (100 nM Na-Phosphate buffer pH 7.0, 1.4 M NaCl, 0.5% Triton X-100). DNA was purified and used for SYBER Green qPCR (Applied Biosystems). Primers for bisulfite sequencing were designed using MethPrimer [87]. All primers sequences are listed in Additional file 9: Table S1. Two replicates from independent experiments for each sample were used for high-throughput sequencing. For high-throughput sequencing, the steps of end repairing, A-tailing and adapter ligation were performed before denaturation and immunoprecipitation, while size selection and library amplification were performed after. Libraries of immunoprecipitated chromatin and total input control from hMeDIP were performed with single-end adaptors as previously described [28]. Sequencing was performed on an Illumina HiSeq 2500 (Illumina), with each library sequenced in 100-bp reads run.

### RT-qPCR and RNA-seq

Total RNA was extracted and DNAse-I treated using a spin column-based RNA purification kit (Macherey–Nagel). Reverse transcription was performed with 500 ng of RNA using random primers and SuperScriptII (Invitrogen). Primers were designed using Primer 3 [84] and used for SYBER Green qPCR (Applied Biosystems). All primers sequences are listed in Additional file 9: Table S1. For mRNA sequencing, 100-bp RNA-seq libraries were prepared using 200 ng of total RNA and the Illumina TruSeq Stranded mRNA reagents (Illumina). Three replicates from independent experiments for each sample for wild-type and DNMT TKO cells and two replicates for TET TKO cells were selected for high-throughput sequencing. Cluster generation was performed with the resulting libraries using the Illumina TruSeq SR Cluster Kit v4 reagents and sequenced on an Illumina HiSeq 2500 (Illumina).

### Immunoblotting

Cells were washed with ice-cold PBS and resuspended in radioimmunoprecipitation (RIPA) buffer to prepare total cell extracts. Protein amount was quantified by BCA protein assay reagents (Pierce) and normalized for loading on a 10% denaturing SDS–polyacrylamide gel. Wet transfer was performed, and the primary antibodies used were anti-Trim28 (mouse mAb; MAB3662 Millipore), anti-ZFP57 (ab45341, Abcam) and anti-beta Actin HRP (ab20272, Abcam).

### Allelic discrimination

Genomic DNA or DNA from hMeDIP on hybrid Cast/129 (Cast/EiJ male × 129/Sv female) murine embryonic stem cells was subjected to PCR (25 cycles, Tm 58°) with primers recognizing both strains. Obtained bands were run on agarose gels, purified and sent for Sanger sequencing to identify SNPs.

### Bioinformatic and statistical methods

All genome-wide TE analyses were performed using a merged repeats track generated in house (by using RepeatMasker 3.2.8 and merging homonymous ERV-int integrants with attributed LTRs within 400 bp or less, for details see Ref. [28]. Genomic coordinates for ICRs have been taken from Strogantsev et al. [88] and are listed in Additional file 10: Table S2. Genomic region analyses were performed with BEDTools [89]. For Fig. 1d, a 25% reciprocal overlap was required between KAP1 and its target. Otherwise, the 1-bp overlap default of BEDTools was used. R version 3.1.2 (http://www.R-project.org) or GraphPad Prism version 4.0 (http://www.graphpad.com) was used for statistical analyses.

#### RNA-seq

RNA-seq reads were aligned to the mm9 genome assembly using HISAT2 [90] with parameters -rna-strandness R. Reads that were not uniquely mapped were discarded from the analysis using bamtools filter v2.4.1 with parameters -tag “NH:1”. Read summarization on genes was generated using featureCounts [91] with parameters -s 2 -t exon -g gene_id -Q 10. TE counts were computed using the multicov script from the BEDTools software with the -split and -s option. Only genes or TEs that had at least as many reads as samples present in the analysis were considered further. Sequencing depth normalization and differential expression analyses were performed using the voom function from the R package LIMMA from Bioconductor [92]. The gene library sizes as given by voom were used to normalize the TEs counts. *p* values were computed using a moderated *t* test and corrected for multiple testing using the Benjamini–Hochberg method [93]. To be considered significantly upregulated, a gene or a TE had to have twofold increased expression and an adjusted *p* value lower than 0.05.

#### ChIP-seq analyses

For previously published datasets, raw data are available at GSE94323 (KAP1 and H3K9me3) and GSM1916143/GSM1916143 (ZFP932). Reads were mapped to the mouse genome assembly mm9 using Bowtie2 short read aligner [94], using the—sensitive-local mode. The peaks were called using either the MACS program v1.4.2.1 [95] or the SICER software v1.1 for the histone modification mark H3K9me3 [96], with the total input chromatin coverage as control. For MACS, we used the default software parameters and selected MACS score above 50. For SICER, we used the recommended parameters for histone marks (redundancy threshold 1, window size 200, fragment size 150, effective genome fraction 0.74, gap size 400, FDR 0.05). KAP1 genomic coverage (0.9% of the genome) was obtained with the *genomecov* command of the bedtools2 suite. For KAP1 enrichment heatmaps (Additional file 6: Figure S6d), we used deeptools2 [97] for the computation of the matrix from ChIP-seq signals and plotting of the heatmap. For the schematic representation of chimeric transcripts in Additional file 8: Figure S8, BAM files from RNA-seq data were loaded on IGV software [98, 99] and tracks for normalized coverage and splicing junctions were shown. For Additional file 7: Figure S7, the distance to the next feature was computed using BEDTools and plotting was performed in R.

#### Hydroxy-MeDIP

The same mapping procedure as for ChIP-seq analysis was used. Bedtools multicov was used for quantifying reads on contiguous regions of interest, and HTSeq-counts were used for quantification on genes. Sequencing depth normalization and fold changes over the inputs were computed using the voom function of the LIMMA package similarly to the RNA-seq analysis. Boxplots and correlation plots were done in python with the matplotlib library. For boxplots, *p* values were calculated using a two-sided student’s *t* test. If the sample size differed by more than 1000, cross-validation was used (number of cv 10,000; subset size 1000) to avoid sample size bias. For the correlation plots, statistical significance was inferred with Spearman correlation.

#### Reduced-representation bisulfite sequencing

Processed data were acquired from the gene expression omnibus entry GSM2051573 and GSM2051574. For each category of interest, the methylation status of each CpG of each feature belonging to the category was extracted. For each feature, the third quartile (q75) of percentage of methylation was computed across the CpGs. Finally, a violin plot representing the distribution of the quartile for each feature in each category was plotted using the seaborn library of python.

#### Clustering analysis

The GaGa R library [100] was used for the expression pattern clustering. In short, GaGa implements a Gamma–Gamma hierarchical model which is fitted to the expression data. After the fit, all possible expression pattern combinations are computed and each feature is assigned to the pattern it is most likely to belong to. Prior to running GaGa, the TEs with a low coverage of less than 20 reads were discarded. Raw data and family enrichment data for all patterns generated are provided as supplementary information in Additional file 11.

#### Coverage plots

ChIP-seq signals were converted to bigwig and normalized to reads per 100 million mapped reads, and then signals on each feature of interest were extracted using the pyBigWig library of python. After resampling to achieve same signals length, the average and a 95% confidence interval around the mean were computed and plotted using the matplotlib library of python.

#### Heatmaps

Heatmaps were generated from the normalized RNA-seq data with the R function heatmap.2. Both rows and columns were clustered using hierarchical clustering with agglomeration method “complete” and distance metric set as Pearson distance.

## Additional files

**Additional file 1: Figure S1.** KAP1 removal leads to accumulation of 5hmC at ICRs and TEs.

**Additional file 2: Figure S2.** KAP1-bound chromatin is protected from 5mC hydroxylation.

**Additional file 3: Figure S3.** Depletion of ZFP57 and ZFP932 results in loss of imprinting and deregulation of TEs and nearby genes.

**Additional file 4: Figure S4.** Kap1 knockdown in* Tet1* and* Tet2* knockout cells.

**Additional file 5: Figure S5.** Correlation between loss of H3K9me3, accumulation of 5hmC and transcriptional deregulation on genes and TEs.

**Additional file 6: Figure S6.** Impact of DNMTs and TETs on KAP1-regulated TEs and genes.

**Additional file 7: Figure S7.** Analysis of genomic features on TE-integrants of the same families clustering in different patterns.

**Additional file 8: Figure S8.** Deregulation of imprinted genes and TE-regulated genes upon Kap1 knockdown in absence of DNA methylation or TET proteins.

**Additional file 9: Table S1.** List of primer sequences.

**Additional file 10: Table S2.** Genomic coordinates of ICRs used in this study.

**Additional file 11.** Pattern analysis.

## Abbreviations

5hmC: 5-hydroxymethylcytosine
5mC: 5-methylcytosine
ChIP: chromatin immunoprecipitation
DNMT: DNA methyltransferase
ERV: endogenous retrovirus
H3K27me3: tri-methylation of Lysine 27 on histone H3
H3K4me3: tri-methylation of Lysine 4 on histone H3
H3K9: histone 3 Lysine 9
H3K9me3: tri-methylation of Lysine 9 on histone H3
(h)MeDIP: (Hydroxy)-methylated DNA immunoprecipitation
IAP: intracisternal A-particles
ICR: imprinting control region
KAP1: KRAB-associated protein 1
KRAB-ZFP/KZFP: Krüppel associated box zinc finger protein
LINE: long interspersed element
LTR: long-terminal repeat
NuRD: nucleosome remodelling and deacetylation complex
OGT: *O*-linked *β*-d-*N*-acetylglucosamine transferase
PRC2: Polycomb repressive complex 2
SETDB1: SET domain bifurcated 1
SINE: short interspersed element
siRNA: small-interfering RNA
SVA: SINE-R/VNTR/Alu
TDG: thymine DNA glycosylase
TE: transposable element
TET: ten-eleven translocation
UHRF1: ubiquitin like with PHD and ring finger domains 1

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 9 — Additional file 9: Table S1. List of primer sequences.

**Table S1.** List of primer sequences.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 10 — Additional file 10: Table S2. Genomic coordinates of ICRs used in this study.

**Table S2.** Genomic coordinates of ICRs used in this study are taken from Strogantsev et al., 2015.

| **chromosome** | **start** | **end** | **ICR name** | **KAP1 binding** |
| --- | --- | --- | --- | --- |
| chr17 | 12934169 | 12935816 | Igf2r | + |
| chr6 | 30684932 | 30689966 | Mest | + |
| chr11 | 22871610 | 22874212 | Zrsr1/Commd1 | + |
| chr12 | 110762703 | 110773093 | IGDMR | + |
| chr2 | 157385609 | 157387535 | Nnat/Peg5 | + |
| chr10 | 12809697 | 12812131 | Zac1/Plagl1 | + |
| chr2 | 174119863 | 174126564 | GnasProXL | + |
| chr6 | 58856396 | 58857391 | Nap1l5 | + |
| chr7 | 6679787 | 6684257 | Peg3 | + |
| chr15 | 72639707 | 72641342 | Peg13 | + |
| chr18 | 13130435 | 13133510 | Impact | + |
| chr7 | 150480736 | 150482810 | KvDMR | + |
| chr7 | 149764673 | 149771930 | Igf2/H19 | + |
| chr8 | 125387861 | 125390344 | Cdh15 | + |
| chr6 | 4696743 | 4699483 | Peg10 | + |
| chr7 | 67147381 | 67151583 | Snrpn | + |
| chr11 | 11925127 | 11927100 | Grb10 | + |
| chr5 | 135825859 | 135825980 | Fkbp6 | + |
| chr7 | 135830870 | 135832249 | Inpp5f_v2 | + |
| chr9 | 89767090 | 89775128 | Rasgrf1 | + |
| chr1 | 63246657 | 63247300 | Gpr1 | - |
| chr2 | 152512421 | 152513169 | Mcts2/H13 | - |
| chr2 | 174150877 | 174154638 | GnasEx1a | - |
| chr1 | 63305566 | 63315360 | Zdbf2 | - |

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Column rendering

# DataTables example Column rendering

Each column has an optional rendering control called `columns.renderDT` which can be used to
process the content of each cell before the data is used. `columns.renderDT` has a wide array of options
available to it for rendering different types of data orthogonally (ordering, searching, display etc),
but it can be used very simply to manipulate the content of a cell, as shown here.

This example shows the person's age combined with their name in the first column, hiding the age
column. This technique can be useful for adding links, assigning colours based on content rules and any
other form of text manipulation you require.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`` $(document).ready(function() {
$('#example').dataTable( {
"columnDefs": [
{
// The `data` parameter refers to the data for the cell (defined by the
// `data` option, which defaults to the column being worked with, in
// this case `data: 0`.
"render": function ( data, type, row ) {
return data +' ('+ row[3]+')';
},
"targets": 0
},
{ "visible": false, "targets": [ 3 ] }
]
} );
} ); ``

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Complex headers (rowspan / colspan)

# DataTables example Complex headers (rowspan / colspan)

Complex headers (using colspan / rowspan) can be used to group columns of similar information in
DataTables, creating a very powerful visual effect.

In addition to the basic behaviour, DataTables can also take colspan and rowspans into account when
working with hidden columns. The colspan and rowspan attributes for each cell are automatically
calculated and rendered on the page for you. This allows the `columns.visibleDT` option and `column().visible()DT` method to take into account
rowspan / colspan cells, drawing the header correctly.

Note that each column must have at least one unique cell (i.e. a cell without colspan) so DataTables
can use that cell to detect the column and use it to apply ordering.

The example below shows a header spanning multiple cells over the contact information, with one of
the columns that the span covers being hidden.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable( {
"columnDefs": [ {
"visible": false,
"targets": -1
} ]
} );
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan /
  colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Setting defaults

# DataTables example Setting defaults

When working with DataTables over multiple pages it is often useful to set the initialisation
defaults to common values (for example you might want to set `domDT` to a common value so all tables get
the same layout). This can be done using the `$.fn.dataTable.defaults` object. This object
will take all of the same parameters as the DataTables initialisation object, but in this case you are
setting the default for all future initialisations of DataTables.

This example shows the searching and ordering features of DataTables being disabled by default,
which is reflected in the table when it is initialised.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$.extend( $.fn.dataTable.defaults, {
"searching": false,
"ordering": false
} );
$(document).ready(function() {
$('#example').dataTable();
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Multiple table control elements

# DataTables example Multiple table control elements

As is described by the basic DOM positioning example you can use the `domDT` initialisation parameter to move
DataTables features around the table to where you want them. In addition to this, you can also use
`domDT` to create multiple instances of these
table controls. Simply include the feature's identification letter where you want it to appear, as many
times as you wish, and the controls will all sync up (note that obviously the table ('t') should be
included only once).

This is shown in the demo below where for four key build-in features are duplicated above and below
the table.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable( {
"dom": '<"top"iflp<"clear">>rt<"bottom"iflp<"clear">>'
} );
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

`div.dataTables_length {
padding-left: 2em;
}
div.dataTables_length,
div.dataTables_filter {
padding-top: 0.55em;
}`

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control
  elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Custom toolbar elements

# DataTables example Custom toolbar elements

DataTables inserts DOM elements around the table to control DataTables features, and you can make
use of this mechanism as well to insert your own custom elements. In this example a `div` with a class of 'toolbar' is created using `domDT`, with which HTML is inserted to create
the toolbar. You could put whatever HTML you want into the toolbar and add event handlers etc.

For more complex features, or for creating reusable plug-ins, DataTables also has a feature plug-in
API available, which can be used to create plug-ins which are used in a table by a single character
reference in the `domDT` option (like the built in option of
`f` refers to 'filtering input', you could have an
`F` option which creates your own filtering input control,
custom to your app).

TableTools is a feature plug-in for
DataTables which adds buttons into a toolbar for a table, which controls such as copy to clipboard,
export and custom buttons.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable( {
"dom": '<"toolbar">frtip'
} );
$("div.toolbar").html('<b>Custom tool bar! Text/images etc.</b>');
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

`.toolbar {
float: left;
}`

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - DataTables events

# DataTables example DataTables events

DataTables fires a number of custom events which you can bind to in the standard jQuery fashion
(although note that the namespace `dt` *must* be used), allowing your code to perform
custom actions when these events occur.

All custom events fired by DataTables are fired with the namespace `dt` in order to
prevent conflicts arising with other jQuery plug-ins which also fire events. The DataTables `on()DT` method can be used like the jQuery
`on()` method, but will automatically append the `dt` namespace if required.

This example shows the use of the `orderDT`, `searchDT` and `pageDT` events by adding a notification that the event fired
to an element on the page to show that they have indeed fired.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
var eventFired = function ( type ) {
var n = $('#demo_info')[0];
n.innerHTML += '<div>'+type+' event - '+new Date().getTime()+'</div>';
n.scrollTop = n.scrollHeight;
}
$('#example')
.on( 'order.dt', function () { eventFired( 'Order' ); } )
.on( 'search.dt', function () { eventFired( 'Search' ); } )
.on( 'page.dt', function () { eventFired( 'Page' ); } )
.dataTable();
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - DOM / jQuery events

# DataTables example DOM / jQuery events

Events assigned to the table can be exceptionally useful for user interaction, however you must be
aware that DataTables will add and remove rows from the DOM as they are needed (i.e. when paging only
the visible elements are actually available in the DOM). As such, this can lead to the odd hiccup when
working with events.

One of the best ways of dealing with this is through the use of delegated events with jQuery's
`on` method, as shown in this example.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable();
$('#example tbody').on('click', 'tr', function () {
var name = $('td', this).eq(0).text();
alert( 'You clicked on '+name+'\'s row' );
} );
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Footer callback

# DataTables example Footer callback

Through the use of the header and footer callback manipulation functions provided by DataTables
(`headerCallbackDT` and `footerCallbackDT`), it is possible to perform
some powerful and useful data manipulation functions, such as summarising data in the table.

The example below shows a footer callback being used to total the data for a column (both the
visible and the hidden data) using the `column().data()DT` API method and `column().footer()DT` for writing the value into the
footer.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable( {
"footerCallback": function ( row, data, start, end, display ) {
var api = this.api(), data;
// Remove the formatting to get integer data for summation
var intVal = function ( i ) {
return typeof i === 'string' ?
i.replace(/[\$,]/g, '')*1 :
typeof i === 'number' ?
i : 0;
};
// Total over all pages
data = api.column( 4 ).data();
total = data.length ?
data.reduce( function (a, b) {
return intVal(a) + intVal(b);
} ) :
0;
// Total over this page
data = api.column( 4, { page: 'current'} ).data();
pageTotal = data.length ?
data.reduce( function (a, b) {
return intVal(a) + intVal(b);
} ) :
0;
// Update footer
$( api.column( 4 ).footer() ).html(
'$'+pageTotal +' ( $'+ total +' total)'
);
}
} );
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

`th { white-space: nowrap; }`

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - HTML5 data-\* attributes

# DataTables example HTML5 data-\* attributes

DataTables can use different data for different actions (display, ordering and searching) which can
be immensely powerful for transforming data in the display to be intuitive for the end user, while
using different, or more complex data, for other actions. For example, if a table contains a formatted
telephone number in the format `xxx-xxxx`, intuitively a user might search for the number
but without a dash. Using orthogonal data for searching allows both forms of the telephone number to be
used, while only the nicely formatted number is displayed in the table.

One method in which DataTables can obtain this orthogonal data for its different actions is through
custom HTML5 data attributes. DataTables will automatically detect four different attributes on the
HTML elements:

- `data-sort` or `data-order` - for ordering data
- `data-filter` or `data-search` - for search data

This example shows the use of `data-sort` and `data-filter` attributes. In
this case the first column has been formatted so the first name has abbreviated, but the full name is
still searchable (search for "Bruno" for example). Additionally, although the last column contains
non-numeric data in it (`/y`) the column will correctly order numerically as the
`data-sort` / `data-order` attribute is set on the column with plain numeric
data.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable();
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables examples - Advanced initialisation

# DataTables example Advanced initialisation

The configuration options offered by DataTables extend much further than the options shown in the
basic initialisation of this documentation. Through combinations of the options available and the use
of callbacks, DataTables is completely customisable and will fit into exactly what you need for your
table display.

This section shows some more advanced initialisation options. Keep in mind also that each example
can be combined with the other examples to get what you want!

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Language file

# DataTables example Language file

As well as being able to pass language information to DataTables through the `languageDT` initialisation option, you can
also store the language information in a file, which DataTables can load by Ajax using the `language.urlDT` option.

The following example shows DataTables reading a German language file.

- Javascript
- HTML
- CSS
- Ajax
- Server-side script

The Javascript shown below is used to initialise the table shown in this
example:

`$(document).ready(function() {
$('#example').dataTable( {
"language": {
"url": "../resources/de_DE.txt"
}
} );
} );`

In addition to the above code, the following Javascript library files are loaded for use in this
example:

- ../../media/js/jquery.js
- ../../media/js/jquery.dataTables.js

The HTML shown below is the raw HTML table element, before it has been enhanced by
DataTables:

This example uses a little bit of additional CSS beyond what is loaded from the library
files (below), in order to correctly display the table. The additional CSS used is shown
below:

The following CSS library files are loaded for use in this example to provide the styling of the
table:

- ../../media/css/jquery.dataTables.css

This table loads data by Ajax. The latest data that has been loaded is shown below. This data
will update automatically as any additional data is loaded.

The script used to perform the server-side processing for this table is shown below. Please note
that this is just an example script using PHP. Server-side processing scripts can be written in any
language, using the protocol described in the
DataTables documentation.

## Other examples

### Basic initialisation

- Zero configuration
- Feature enable / disable
- Default ordering (sorting)
- Multi-column ordering
- Multiple tables
- Hidden columns
- Complex headers (rowspan and
  colspan)
- DOM positioning
- Flexible table width
- State saving
- Alternative pagination
- Scroll - vertical
- Scroll - horizontal
- Scroll - horizontal and vertical
- Scroll - vertical with jQuery UI
  ThemeRoller
- Language - Comma decimal place
- Language options

### Advanced initialisation

- DOM / jQuery events
- DataTables events
- Column rendering
- Page length options
- Multiple table control elements
- Complex headers (rowspan / colspan)
- Read HTML to data objects
- HTML5 data-\* attributes
- Language file
- Setting defaults
- Row created callback
- Row grouping
- Footer callback
- Custom toolbar elements
- Order direction sequence control

### Styling

- Base style
- Base style - no styling classes
- Base style - cell borders
- Base style - compact
- Base style - hover
- Base style - order-column
- Base style - row borders
- Base style - stripe
- Bootstrap
- Foundation
- jQuery UI ThemeRoller

### Data sources

- HTML (DOM) sourced data
- Ajax sourced data
- Javascript sourced data
- Server-side processing

### API

- Add rows
- Individual column searching (text inputs)
- Individual column searching (select
  inputs)
- Highlighting rows and columns
- Child rows (show extra / detailed
  information)
- Row selection (multiple rows)
- Row selection and deletion (single
  row)
- Form inputs
- Index column
- Show / hide columns dynamically
- Using API in callbacks
- Scrolling and jQuery UI tabs
- Search API (regular expressions)

### Ajax

- Ajax data source (arrays)
- Ajax data source (objects)
- Nested object data (objects)
- Nested object data (arrays)
- Orthogonal data
- Generated content for a column
- Custom data source property
- Flat array data source
- Deferred rendering for speed

### Server-side

- Server-side processing
- Custom HTTP variables
- POST data
- Automatic addition of row ID attributes
- Object data source
- Row details
- Row selection
- JSONP data source for remote domains
- Deferred loading of data
- Pipelining data to reduce Ajax calls for
  paging

### Plug-ins

- API plug-in methods
- Ordering plug-ins (with type
  detection)
- Ordering plug-ins (no type
  detection)
- Custom filtering - range search
- Live DOM ordering

Please refer to the DataTables documentation for full
information about its API properties and methods.  
Additionally, there are a wide range of extras and
plug-ins which extend the capabilities of
DataTables.

DataTables designed and created by SpryMedia Ltd © 2007-2014  
DataTables is licensed under the MIT license.

# Supplementary material for: Individual retrotransposon integrants are differentially controlled by KZFP/KAP1-dependent histone methylation, DNA methylation and TET-mediated hydroxymethylation in naïve embryonic stem cells
**Source:** Epigenetics Chromatin. 2018 Feb 26;11:7. doi: 10.1186/s13072-018-0177-1
**Supplement:** Supplementary file 11 — Additional file 11. Pattern analysis.

DataTables example - Page length options

# DataTables example Page length options

It is possible to easily customise the options shown in the length menu (by default at the top left
of the table) using the `lengthMenuDT` initialisation
option.

This parameter can take one of two forms:

How the deposited data were processed for this re-analysis (not part of the article)

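The data used were RNA-seq of WT, DNMT TKO and TET TKO mouse ES cells with an empty or a Kap1 hairpin, hMeDIP-seq of WT cells with the same hairpins, and ChIP-seq of H3K4me3 and H3K27me3.
All coordinates are of mm9, and the annotation used for gene positions is of the same build.

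The RNA values are read counts made by the authors. According to the paper, reads were aligned with HISAT2 and kept when unique. They were counted with featureCounts over genes and with bedtools multicov over a repeat track. In that track LTRs and internal parts of an element were merged. Labels on the counts carry a name used by TopHat, so the aligner is uncertain.
The 5hmC values are counts of reads that the authors made with bedtools multicov over deposited region sets (KAP1, H3K9me3 with and without dependence on KAP1, ICRs, H3K4me3 and H3K27me3).
The ChIP values are the score of each peak against its own input, as deposited by the authors after alignment with Bowtie2. For H3K4me3 they come from MACS. For peaks the paper names MACS, or SICER for H3K9me3, and it does not name a program for H3K27me3 itself.

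Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and bedtools 2.31.1.

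The 16 RNA libraries formed 6 groups by genotype and hairpin, with n = 3 for WT and DNMT TKO and n = 2 for TET TKO.
Their reads on genes ran from 18108431 to 29373696, and on TEs from 898152 to 1803819.
Genes and TEs with at least 16 reads over all libraries were tested in edgeR with TMM scaling, robust quasi-likelihood F tests and Benjamini-Hochberg adjustment within each contrast.
A call needed an adjusted p below 0.05 and a change of at least 2-fold.
TEs, the LINE, SINE, LTR and DNA classes, took library sizes and TMM factors from the gene counts.
The contrasts were the knockdown in each genotype, the difference of the knockdown effect between each mutant and WT, and the difference between each mutant and WT without knockdown.
Families were tested on counts summed over integrants.
Recovery of changes was tested on simulated data with 200 changed features per contrast. These were drawn only from features well above the filter on reads, with changes of more than 2-fold.
Over genes, libraries of the same replicate number deviated together, with every correlation above 0.1, in several pairs of groups. These were shEmpty and shKap1 of WT (0.296 to 0.474), those of DNMT TKO (0.203 to 0.574) and shEmpty of both lines (0.317 to 0.511). They were also WT shEmpty with DNMT TKO shKap1 (0.145 to 0.311) and WT shKap1 with DNMT TKO shEmpty (0.163 to 0.248). Over TEs this held for shEmpty of WT and DNMT TKO (0.108 to 0.233), so the numbers pair these libraries. The pairing comes from the values, since neither labels nor methods say what a number marks.
Single values carry the SE of the fit, and group values the SD over libraries.
Where every library of a group had 0 reads, a fold is given as a lower bound against a floor of 3 reads over the group.

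Gene sets were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry.
Composition of the response groups was tested with Fisher's exact test over families of at least 10 integrants with at least 20 reads. The background was not matched on reads or on the size of the rise.
Principal components were taken from log2 CPM with a prior count of 2.
The most changed TEs were the 5000 with the smallest p.

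5hmC used replicate 1 alone, with a pseudocount of 1 read, scaling to the reads in all region sets and a filter of at least 10 reads over the 2 inputs.
Random lists, 10000 per set, were matched in 20 bins of input reads.
Intervals for single ICRs are of 95% and cover counting error only.
Peaks were compared by overlap of at least 1 bp, and shares carry exact binomial intervals.

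Named genes were those of a list from the paper, 19 of 21 names being present (Duxf3 and Bglap3 were absent).
To these were added the 3 largest rises and falls per genotype among called genes with at least 500 reads whose every shKap1 library lay beyond every shEmpty library, and the 3 largest changes of the 2-cell and imprinted lists.
Those 2 lists are otherwise given as counts and medians, with 18 of 32 and 24 of 26 genes tested.
For each knockdown and interaction contrast the 2 TE integrants with the largest change in each direction among those called with at least 200 reads were named, and every family of a fixed list was reported.

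Alternatives covered scaling, filters, tools (limma-voom and the DESeq2 Wald test), fold threshold, replicate number as a block, libraries in the fit, leaving out 1 library at a time, ranking, scaling of principal components, family sums, pseudocount, input, overlap and peak threshold.
Left out were hMeDIP replicate 2, whose labels and file names give its 4 libraries different roles, and the hierarchical model of expression patterns, whose software was not available.
KAP1 and H3K9me3 ChIP reads from other series were not used, only the regions derived from them.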

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

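The tests of Trim28 levels, of paralogs, of a single library, of library scaling, of the L1Md_T rise, of Meg3, of the response in TET TKO as a whole and of insertions, and the comparison with splits that part pairs, were chosen only after the result was seen, and the reading of the tests of chromosomes and of weaker responses was made more cautious after their values were known. The other splits of libraries and the tests of chromosome copy number and for weaker responses in DNMT TKO were set before their results were seen.

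Differences between genotypes in the knockdown effect, by a test of the interaction in edgeR, were found for 855 genes, 1331 TEs and 34 families in TET TKO and for 1450 genes, 2233 TEs and 39 families in DNMT TKO. For DNMT TKO, splits that permute the genotype labels within each hairpin were fitted over the 12 libraries of WT and DNMT TKO alone, where the real split gave 1325 genes, 2215 TEs and 40 families. As many calls came in 3 of 100 cases for genes, 4 of 100 for families, with a further split at 39, and 2 of 40 for TEs. By this count chance could be excluded for genes and families and not for TEs. The numbers pair the shEmpty libraries of the lines. Of the 80 splits that part all of these pairs, as many calls came in 3 for genes, 7 for families and 7 for TEs, the real one included, and by that count chance could be excluded for genes alone. The others with as many calls differ from the real one in that 4 or 6 labels are exchanged within a single hairpin. This puts the difference between the lines itself into the contrast, up to 22087 TEs with all 6 labels of shKap1 exchanged, so these splits do not measure chance. The 54 splits with labels exchanged in both hairpins gave no call for genes, families or TEs. TET TKO has 2 libraries per group, for which no splits were counted. Genotype is confounded with cell line, and a biological effect of the enzymes stays open as untested.

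The counts of the knockdown in WT and in DNMT TKO were each reached by 1 of 10 splits, the real one, for genes, TEs and families, as were those of genes and TEs between DNMT TKO and WT without knockdown. With 3 libraries against 3 the design cannot exclude chance by this means. Over genes the replicate numbers pair these libraries, and 4 of the 10 splits part all 3 pairs. Among these the real one gave 3338 genes for the knockdown in WT, 2346 for that in DNMT TKO and 3074 between the lines, and the others gave 0. Over TEs the numbers pair the shEmpty libraries of the lines, and the real split gave 11978 and the others 1 to 10.

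Trim28 itself was reduced less in DNMT TKO, with an interaction of 1.28 log2. A weaker knockdown predicts smaller responses there. L1Md_T integrants rose more in DNMT TKO by a median of 1.87 (1.90 as a summed family), which a weaker knockdown alone does not predict. The sum started lower in DNMT TKO (456 CPM against 2046 in WT) and ended at 1876 against 2253. Its larger ratio thus goes with a lower start, and the ratio does not measure the strength of the knockdown. L1Md_Gf (2.07), IAPEY3 (1.32), MMVL30 (1.11) and Igf2 (1.59) also rose more. L1Md_Gf and MMVL30 likewise started lower (17.3 and 22.2 CPM against 99.8 and 56.4) and ended no higher than in WT. For smaller responses a weaker knockdown cannot be told apart from an effect of genotype. The genes called up in TET TKO responded less in DNMT TKO by a median of -0.19 and the TEs called up in TET TKO by -0.16, small shifts over members that go both ways. Smaller responses in DNMT TKO were those of Tet3 (-1.67) and Peg10 (-1.62, and -1.56 with the replicate number as a block, adjusted p = 0.0500 and not called). Meg3 also differed (-1.48), but it fell in DNMT TKO (-0.38, edgeR adjusted p = 0.0160, in every library below every shEmpty library), from 530 CPM without knockdown there against 278 in WT. A weaker knockdown predicts a smaller rise and not a fall, so it does not account for Meg3. Genes that fell less in DNMT TKO, open to the same reading, were Pramel7 (4.98), Pramel6 (4.63), C330046G13Rik (3.14) and Pla2g4a (3.59), and Neb (4.77) fell in WT and not in DNMT TKO.

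The 2-cell list rose more in TET TKO than in WT by a median of 2.27 log2, with Zscan4b at 2.86 and Tdpoz3 at 2.36. Trim28 left in TET TKO was 9.03% of its shEmpty mean, close to the 9.42% in WT, which speaks against a stronger knockdown. Without the Zscan4, Usp17l and Tdpoz paralogs the median was 1.75, so shared reads do not account for it. The lowest median with 1 library left out was 2.16, without WT shEmpty replicate 2. A larger response in TET TKO as a whole does not account for it. Of 10000 random lists of other genes called up in DNMT TKO, matched on that response and on reads, none reached the median of the 2-cell list, the highest having 1.88 and the middle one 0.19. Such lists take genes as independent, which 2-cell genes need not be. That the gain belongs to the 2-cell program stays a hypothesis, as it was found and tested on the same data.

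Other larger responses in TET TKO were found for the families MT2_Mm (1.66), L1Md_A (1.45) and L1Md_Gf (1.34). L1Md_Gf started lower there (37.7 CPM against 99.8 in WT) and ended no higher (90.2 against 94.3). For these families a larger response of TEs as a whole cannot be told apart from an effect on them, since the TEs called up in DNMT TKO also responded more in TET TKO, by a median of 0.78 over members that go both ways. Of genes, Lrrn4 rose more (1.62), while the genes called up in DNMT TKO responded more in TET TKO by a median of 0.10 over members that go both ways, and Pramel7 (3.63) and Pramel6 (4.35), which are paralogs, fell less in TET TKO, as did Pla2g1b (1.86), and D930020E02Rik rose more (5.67). Igf2 (-1.31) and Tet3 (-1.30) rose less. For genes with a group without a read only the adjusted p is given: Gm8711 in TET TKO (edgeR adjusted p = 0.00527), and Gm14047 (0.0227) and D930020E02Rik (3.9e-05) in DNMT TKO. No technical explanation beyond those above was tested for these genes.

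Single integrants with a difference in TET TKO were RMER19C on chromosome 8 (edgeR adjusted p = 2.9e-11), MYSERV16_I on chromosome 2 (7.93 log2), ERVB2_1-I_MM on chromosome 1 (adjusted p = 0.00687) and ERVB4_2-I_MM on chromosome 7 (3.2e-08). In DNMT TKO they were RMER16 on chromosome 2 (9.27 log2), IAPEz with IAPLTR2 on chromosome 11 (adjusted p = 0.0105), MuLV on chromosome 8 (6.1e-06) and MERV1_I on chromosome 5 (0.0259). Whether the insertion is in every line was judged from the higher mean CPM of the 2 hairpins in each line. RMER19C, ERVB4_2-I_MM and RMER16 were expressed in all 3 lines, the lowest value being 0.803 CPM, so an insertion present in a single line does not account for them. ERVB2_1-I_MM, MuLV and MERV1_I were expressed in 2 lines, at 1.18 CPM or more, which argues against an insertion present in a single line. An insertion missing from the third line, which held at most 0.0724 CPM, cannot be told apart from silencing there. MYSERV16_I and IAPEz with IAPLTR2 on chromosome 11 held at most 0.257 CPM outside the line with the most, too few reads to decide, so for these an insertion present in a single line cannot be told apart from a difference in response.

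By chromosome, a view of the RNA counts that the paper does not give, genes of whole chromosomes differed between lines without knockdown. In DNMT TKO the median over genes was 0.30 log2 on chromosome 11 and -0.31 on chromosome 6, and in TET TKO 0.13 on chromosome 8. Library scaling moves all chromosomes alike and cannot part chromosome 11 from chromosome 6 by 0.61. A change of copy number in the line may account for both, since TEs of chromosome 11 were higher by 0.21 and those of chromosome 6 lower by -0.36, as copy number predicts. For chromosome 8 the TE value was 0.0870, too small to decide, so copy number and other causes cannot be told apart. No biological explanation was tested.

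Replicate 2 of TET TKO shEmpty held 6759896 reads on ribosomal RNA repeats, with 426028 in the next library and 105024 in the lowest. These reads entered no library size and no test of TEs. No explanation for them was tested.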

How the results depend on the processing

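Leaving the largest region out of the 5hmC totals, counting all repeats of the track as TEs and taking ICRs and their binding from the paper's list were chosen only after the data were seen, and the other alternatives were set before the data were examined.

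Of 2015 values of single genes and integrants under alternatives, 1972 kept direction and side of the threshold, 12 fell below it and 31 passed it, 30 of the latter with no fold threshold. With 1 library left out, 1473 of 1519 kept both, 44 fell below and 2 passed. For families 160 of 165 kept both. None of these reversed.

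The difference of Igf2 in TET TKO was lost in 9 alternatives, with no filter, with the replicate number as a block and without either library of TET TKO shEmpty or shKap1, WT shEmpty replicate 2 or WT shKap1 replicate 1 or 2 (adjusted p from 0.0502 to 0.0976). That of Pla2g1b in TET TKO was lost in 7, with limma-voom, with no filter and without TET TKO shEmpty replicate 1 or 2, TET TKO shKap1 replicate 1 or WT shKap1 replicate 2 or 3 (0.0507 to 0.155). Kcnq1 in WT was lost with DESeq2 and without WT shEmpty replicate 1 or 2 or WT shKap1 replicate 2 or 3 (adjusted p from 0.0518 to 0.121), and without WT shKap1 replicate 1 its fall was -5.20. Peg10 in DNMT TKO was lost with limma-voom and without DNMT TKO shEmpty replicate 2 or 3 (1.09 to 1.16, adjusted p from 0.0515 to 0.0565). Igf2 in DNMT TKO was lost without DNMT TKO shEmpty replicate 2 (1.40, adjusted p = 0.0616). MT2_Mm in TET TKO was lost with library sizes from TE counts (1.52), as was MMVL30 in WT (0.98) and in its difference in DNMT TKO (1.00). Peg10 in DNMT TKO lost its difference in 4 alternatives, 1 of them without DNMT TKO shKap1 replicate 3. Gm14047 lost its difference in DNMT TKO without WT shEmpty replicate 1 or 3, and D930020E02Rik in TET TKO without TET TKO shEmpty replicate 2 or WT shEmpty replicate 3. Pramel6 was lost in TET TKO without TET TKO shKap1 replicate 1, and Tdpoz1 in DNMT TKO without replicate 2 of either hairpin. Of single integrants, ERVB2_1-I_MM in TET TKO lost its difference without TET TKO shEmpty replicate 1 or 2 (adjusted p = 0.131 and 0.138). In DNMT TKO, IAPEz with IAPLTR2 on chromosome 11 lost it without WT shEmpty replicate 2 or 3 (0.141 each), and MERV1_I without DNMT TKO shEmpty replicate 2 (1.000). B2_Mm2 lost its fall in DNMT TKO without DNMT TKO shKap1 replicate 1 (0.0544). L1Md_F in WT passed with integrants of at least 1 kb (1.08), and Ugt3a2 in DNMT TKO with limma-voom (3.803). MERVL in TET TKO passed with integrants of at least 1 kb (1.75), and Dux without WT shEmpty replicate 1 (2.30).

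Without knockdown, the difference of Gm8711 in DNMT TKO was lost in 6 alternatives, with limma-voom and without any of the 3 libraries of DNMT TKO shEmpty or WT shEmpty replicate 2 or 3 (adjusted p from 0.0521 to 0.122). That of Zscan4b in TET TKO was lost in 5, with no filter and without TET TKO shEmpty replicate 1 or 2 or WT shEmpty replicate 2 or 3 (0.0563 to 0.158), and that of Lad1 without any of the same 4 libraries (0.0516 to 0.128). Meg3 in TET TKO fell under 2-fold with limma-voom and without TET TKO shEmpty replicate 1 or WT shEmpty replicate 1 (-0.99 to -0.92), and in DNMT TKO it passed without WT shEmpty replicate 1 (1.04). In DNMT TKO, D930020E02Rik was lost without WT shEmpty replicate 3 (0.0546) and Pla2g4a without DNMT TKO shEmpty replicate 1 (-0.97).

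With no fold threshold the gene counts were 9277 (WT), 7173 (DNMT TKO) and 6178 (TET TKO) for the knockdown, 1970 and 3737 for the interactions in TET TKO and DNMT TKO, and 5521 and 8865 for these lines without knockdown. A looser criterion gives this by construction.

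TE counts moved with filter and tool. No filter gave 808 and 1343 for the interactions in TET TKO and DNMT TKO, and 3147 and 7997 without knockdown. At least 10 reads in at least 2 libraries gave 12805 for the knockdown in DNMT TKO, 12563 in TET TKO, 764 for the TET TKO interaction and 8097 for DNMT TKO without knockdown. DESeq2 gave 10770, 11321 and 10907 for the knockdown in WT, DNMT TKO and TET TKO, 652 and 1166 for the interactions, and 1935 and 6112 without knockdown. limma-voom gave 3562 for the DNMT TKO interaction. Among the response groups it gave 1184 integrants lower in DNMT TKO, with 379 of 586 shared, and 1415 higher in TET TKO, with 457 of 1030 shared. The cause was not tested. Families called with integrants of at least 1 kb alone numbered 73, 87 and 96 in WT, DNMT TKO and TET TKO, from fewer families and reads.

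Leaving out 1 library moved 3 kinds of count by more than 1.5 times. Gene interactions in TET TKO ran from 541 (without TET TKO shKap1 replicate 2) to 866 (without WT shEmpty replicate 1). TE interactions in TET TKO ran from 751 (without TET TKO shEmpty replicate 2) to 1214 (without WT shEmpty replicate 1). TEs between TET TKO and WT without knockdown ran from 2706 (without TET TKO shEmpty replicate 1) to 4321 (without WT shEmpty replicate 1). These fits have fewer samples.

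With the replicate number as a block (replicate block), 3546 genes and 16802 TEs were called for the knockdown in WT. The block changed 2 calls among the named genes and integrants, the differences of Igf2 in TET TKO (-1.28, adjusted p = 0.0516) and of Peg10 in DNMT TKO (-1.56, 0.0500), and no other. Libraries of the same number deviated together over genes in WT and DNMT TKO. Over TEs they did for shEmpty of WT and DNMT TKO (0.108 to 0.233) and not for the hairpins of WT (0.0505 to 0.223) or DNMT TKO (0.00464 to 0.291). They did not in TET TKO (-0.0253 for genes), and for shKap1 of WT and DNMT TKO the lowest of 3 gene correlations was 0.0974.

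The share of the most changed TEs that rose in all 3 genotypes was 99.1% when ranked by the absolute value of the mean log2 change over genotypes, which favours such integrants by construction, 98.9% for the top 1000 and 87.6% for the top 10000. With unit variance PC1 held 19.8% and PC2 15.5%, and with at least 200 reads PC1 held 64.1%.

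Of 260 values of 5hmC under alternatives, 144 stayed and 116 moved. For KAP1 regions with H3K9me3 the median was 0.78 scaled to H3K27me3 regions, 0.43 scaled to H3K4me3 regions, 0.79 with pseudocount 5, 0.86 with at least 30 reads, 0.68 without input, 0.45 with the largest region left out, and in replicate 2 -1.07 by labels and 1.07 by file names. For those without H3K9me3, in the same order and without pseudocount and filter, it was 0.34, -0.00064, 0.25, 0.0191, -0.47 and 0.47. For all KAP1 regions it was 0.60, 0.26, 0.62, 0.73, 0.51, 0.28, -0.82 and 0.81. H3K9me3 regions that depend on KAP1 had 0.61, 0.27, 0.54, 0.29, -0.79 and 0.79. H3K4me3 regions had 0.35, 0.0040, 0.36 (pseudocount 5), 0.26, 0.0238, -0.21 and 0.21, and H3K27me3 regions 0.22, -0.12, 0.12, -0.10, -0.0225 and 0.0226. H3K9me3 regions that do not depend on KAP1 turned to -0.21 scaled to H3K4me3 regions, -0.19 with the largest region left out and -0.11 in replicate 2 by labels, and ICRs to -0.78 by labels. Values by labels are those by file names with the sign turned, apart from the filter, so their direction is no separate result. One factor per library moves all regions together, so scaling shifts these medians and leaves differences between sets unmoved.

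KAP1-bound TEs called up had 1.02 (H3K27me3 scaling), 0.68 (H3K4me3 scaling), 1.102 (at least 30 reads), 0.70 (largest region left out) and 1.22 (25% reciprocal overlap). Those called neither had 0.71, 0.37, 0.80, 0.39 and 0.69, and those called down 0.10 (H3K4me3 scaling) and 0.12 (largest region left out). The share with a 2-fold rise was 32.6%, 18.5%, 31.9% (pseudocount 5), 38.1%, 19.0% and 33.4%, and with H3K9me3 41.1%, 23.7%, 41.9%, 45.3%, 24.4% and 45.3%. With 25% reciprocal overlap the correlation for MERVL gave no value.

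Genes with H3K4me3 were 62.9% with the higher-scoring peaks, 77.0% with replicate 2 alone and 66.2% with 50% overlap. Bound L1Md_T gave 23.6% and 53.8% with the higher-scoring peaks and replicate 2, and bound L1Md_A 0.349%, 1.08% and, with 50% overlap, 0.279%. Genes with H3K27me3 were 15.7%, 28.6% (replicate 1), 28.2% (replicate 2) and 19.5%.

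Depth limits what is found for features with few reads. In simulated data, changes of the TE interaction in TET TKO were recovered in 19.4% of cases with under 20 reads per library, 35.0% with 20 to 50 and 50.0% with 50 to 200, and in DNMT TKO in 35.2%, 52.8% and 66.7%. Over all simulated depths these were 30.5% with 2 libraries per group in TET TKO and 48.0% with 3 in DNMT TKO. No change was simulated on features near the least reads tested, so the group under 20 reads per library does not cover them. For genes they were 86.5% and 91.5%, and 26.7% and 28.6% with under 20 reads per library.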

Differences from the paper's values

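The share of KAP1-bound TEs that gained 5hmC was 34.5%, and the paper's is 20%. With H3K9me3 it was 43.5%, and the paper's is 26%. A gain here is a rise of at least 2-fold, and no cut was found in the paper, so the criteria may differ. The value of an integrant here is that of the KAP1 region it overlaps, not of reads over the integrant, so the unit may differ too. The values compared come from unlike samples, since those here are of hMeDIP replicate 1 alone and the paper averages 2 hMeDIP experiments. Among alternatives set before the data were examined, scaling to the reads in H3K4me3 regions gave 18.5% and 23.7%, slightly below the paper's shares. Scaling to H3K27me3 regions, pseudocounts of 0.5 and 5, no filter, at least 30 reads and 25% reciprocal overlap all stayed above them. These gave at least 31.9% and 41.1%. Leaving the largest region out of the library totals, chosen after seeing the values, gave 19.0% and 24.4%, also slightly below the paper's shares.

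Spearman's rho of RNA and 5hmC changes over KAP1-bound integrants was 0.218 for IAPEz (the paper's is 0.3), -0.118 for MERVL (the paper's is 0.0216), 0.143 for L1Md_A (the paper's is 0.26) and 0.0422 for L1Md_T (the paper's is 0.3). Here too 5hmC is of replicate 1 alone, and the paper's is averaged over 2 experiments. The 5hmC value here is also that of the overlapping KAP1 region and not of the integrant itself, so the unit may differ. For IAPEz, 25% reciprocal overlap gave 0.270, which rounds to the paper's value, while scaling, pseudocounts, filters and leaving out the largest region gave 0.214 to 0.227, which do not. No alternative closed the other gaps, and the nearest for MERVL was -0.031 with at least 30 reads. The counting error of the MERVL value, 0.180, is larger than its gap to the paper's value, and only the sign sets it apart.

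The variance on the first component of TE expression was 39.8%, and the paper shows about 16% in Fig. 5a, read by eye. Scaling each integrant to unit variance gave 19.8%, nearer to the paper's value, and at least 200 reads gave 64.1%, farther from it.

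The paper's Results have some IAPEz, with IAPLTR2, more induced in TET TKO, and IAPEz with IAPLTR1 among elements with induction largely lost there. Its Discussion has IAPEz with IAPLTR2 and L1Md_A unaffected by loss of 5mC oxidation, and IAPLTR1 activation reduced for some. As sums the differences from WT were 0.14 and -0.05 log2, and neither was called. The summed 0.14 goes with the Discussion for IAPLTR2, while summed L1Md_A rose more in TET TKO (1.45). The medians over integrants go with the Results, at 0.52 and -0.29. So do the shares called up, from 71.9% in WT to 79.4% in TET TKO with IAPLTR2 and from 90.4% to 84.8% with IAPLTR1.
Over the families the paper names as more induced without DNA methylation, IAPEY3 was called as a summed family (1.32) and L1Md_A integrants were over-represented (1.496-fold), while integrants of IAPEz (0.894-fold with IAPLTR1 and 0.912-fold with IAPLTR2), ETnERV (2.04-fold, Fisher adjusted p = 0.129) and MMERVK9E (1.09-fold) were not over-represented. For IAPEz the median difference over integrants, 0.59 (0.43 with IAPLTR1 and 0.92 with IAPLTR2), and the share called up, 95.7% in DNMT TKO and 83.1% in WT, go with the paper. The shares called up also do for ETnERV (66.9% and 59.2%) and MMERVK9E (64.7% and 59.9%), with median differences of 0.14 and -0.15. Against the paper, both were over-represented among integrants with a smaller rise in DNMT TKO, ETnERV 7.97-fold (25, Fisher adjusted p = 3.0e-13) and MMERVK9E 12.2-fold (12, 2.6e-08). Over-representation here and below is against a background not matched on reads, so it can reflect depth and weighs little for or against the paper.
The paper has MMVL30 among elements whose induction is largely lost in TET TKO, and the difference was 0.38 and not called. Its integrants were over-represented among those higher in TET TKO (6, 5.57-fold, Fisher adjusted p = 0.0331), and among those lower 3 gave 9.51-fold (0.120). The share called up, 32.2% in TET TKO and 41.3% in WT, goes with the paper. ETnERV integrants were over-represented among those lower in TET TKO (12, 7.40-fold), as in the paper, but also among those higher (25, 4.51-fold), and the difference over integrants (median 0.61) and as a sum (0.83) goes against the paper. The sum started lower in TET TKO (260 CPM against 436 in WT) and reached 1605 against 1517, so a lower start contributes to its larger ratio.
The paper has MERVK10C over-represented among elements more induced in TET TKO. The difference of the sum was 0.41 and not called, and the over-representation was 2.57-fold (Fisher adjusted p = 0.0721). The median difference over integrants, 0.79, and the share called up, 85.1% in TET TKO and 79.6% in WT, go with the paper.

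The paper has Dux more induced in TET TKO than in WT. The difference was 1.956 log2 (edgeR adjusted p = 0.114), and it was called without WT shEmpty replicate 1 (2.30, adjusted p = 0.0486).
MERVL as a sum was not called in TET TKO (1.72), and was called with integrants of at least 1 kb (1.75). Ugt3a2 was not called as different in DNMT TKO (3.83), and was called by limma-voom (3.803).
The paper names MMETn among the families with the highest 5hmC. Its median, 0.91, lies below those of IAPEz (1.16) and L1Md_A (1.05).
The paper reports a significant rise in 5hmC only at upregulated TEs. It averages hMeDIP experiments over TEs grouped by RNA call, and the values here are of the KAP1 regions that bound TEs overlap, in replicate 1 alone. Bound TEs called neither way or down had medians of 0.76 and 0.49, against 1.07 for those called up. Scaled to the reads in H3K4me3 regions these were 0.37, 0.10 and 0.68. The size of the rise depended on scaling, while the median of those called neither way rose in every setting tried.
The paper restricts L1 induction to bound elements, and 17.7% of unbound L1Md_F integrants were called up, with 27.2% of bound ones.
To the paper, MERVL that respond more in TET TKO seem slightly shorter, and their median length was 6396 bp, against 6350 bp for all tested. The paper has such MERVK10C slightly farther from H3K27me3, and they lay 49663 bp away, against 154167 bp. It has IAPEz that respond less in DNMT TKO shorter, and their median was 5241 bp, against 4980 bp. To the paper, longer L1Md_A seem more frequent among elements also under DNA methylation, and these had 5383 bp, against 6037 bp in the shared group. These groups come from calls and not from the paper's model, so their members need not be the same. MERVL that respond less in DNMT TKO lay farther from genes (39321 bp against 17046 bp), as in the paper.
The share of bound L1Md_T with H3K4me3 was 49.5%, above the fraction the paper gives, and 23.6% with the higher-scoring peaks. The share with H3K4me3 and without H3K9me3, 35.5%, is near that fraction.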

Other observations

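The tests of the largest region and of replicate 2 of the hMeDIP were chosen only after the result was seen.

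KAP1 regions cover 0.925% of the genome, and 68.4% of 15017 H3K9me3 regions overlap one.

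5hmC rose at H3K4me3 regions on knockdown. With the region at chromosome 9 3000001–3038399 left out of the library totals, the median was 0.0238 log2, so that region may account for this rise. Library totals move all region sets alike, so that region does not account for the larger rise at KAP1 regions, whose median lay 0.25 above that of H3K4me3 regions in the same libraries (0.64, interval 0.63 to 0.66, and 0.39, interval 0.38 to 0.40). A biological change at that region stays untested.

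Replicate 2 of the hMeDIP points the other way when read by its labels. The reading by file names is the same contrast with its sign turned, so 1 of these 2 readings had to point that way. The library labelled as input of shEmpty had a Spearman's rho of 0.945 with the 5hmC library of shEmpty of replicate 1, which is consistent with mislabelled samples. The library labelled as input of shKap1 had 0.926 with the input of shKap1 and 0.918 with that of shEmpty, that labelled as 5hmC of shEmpty had 0.941 with the 5hmC library of shKap1 and 0.880 with that of shEmpty, and that labelled as 5hmC of shKap1 had 0.927 with the input of shKap1 and 0.480 with the 5hmC library of shKap1. As to 5hmC or input, the file names go with these values for all 4 libraries, and the labels for 2 of them. For the inputs the values do not part the hairpins, since the 2 inputs of replicate 1 had 0.918 with each other. This was found and tested on the same data, and no condition was given to the libraries from their values.

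Tet3 had 9044 reads over the 16 libraries and rose on knockdown in WT by 1.80 log2. Dnmt3a rose by 1.15 in WT and 1.26 in TET TKO.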
